# Interleukin-26 Expression in Inflammatory Bowel Disease and Its Immunoregulatory Effects on Macrophages

**DOI:** 10.3389/fmed.2022.797135

**Published:** 2022-04-06

**Authors:** Dongjuan Song, Lijie Lai, Juntao Lu, Jinlu Tong, Zhihua Ran

**Keywords:** inflammatory bowel disease, IL-26, disease activity, macrophages, transcriptome analyses

## Abstract

**Background and Aim:**

Interleukin-26 (IL-26) has been implicated in several chronic inflammatory diseases. However, its role in inflammatory bowel disease (IBD) remains to be elucidated. We aimed to investigate IL-26 expression in IBD and its immunoregulatory effects on macrophages.

**Methods:**

We assessed IL-26 expression in the intestinal mucosa and blood samples of IBD patients and healthy controls (HC). The associations between the clinical characteristics of IBD and IL-26 expression levels in serum and peripheral blood mononuclear cells (PBMCs) were investigated. In addition, the transcriptional changes in THP-1 macrophages exposed to IL-26 were determined by RNA sequencing and validated with qRT-PCR, ELISA and western blots.

**Results:**

Compared with HC, in IBD patients, IL-26 expression levels were elevated in the inflamed intestinal mucosa, and reduced in serum and PBMCs. IL-26 mRNA levels in PBMCs, but not serum IL-26 levels, were inversely correlated with disease activity in IBD. Furthermore, IL-26 mRNA levels in PBMCs were significantly lower in patients with complicated Crohn’s disease. A total of 1,303 differentially expressed protein-coding genes were identified between untreated and IL-26-treated macrophages. The up-regulated genes showed enrichment in some inflammatory and immune-related processes and pathways. Additionally, GSEA showed that neutrophil, monocyte, and lymphocyte chemotaxis was significantly enriched in IL-26-treated macrophages. Further validation revealed that IL-26 promotes the secretion of multiple inflammatory cytokines and chemokines and upregulates the expression of adhesion molecules, MMP-8, and MMP-9 while inhibiting MMP-1 in macrophages.

**Conclusion:**

Compared with HC, in IBD patients, IL-26 levels were elevated in the inflamed intestinal mucosa, and reduced in the peripheral blood. The transcriptional changes in macrophages exposed to IL-26 suggest that IL-26 may amplify the aberrant immune response in IBD by activating macrophages.

## Introduction

Inflammatory bowel disease (IBD), including ulcerative colitis (UC) and Crohn’s disease (CD), is associated with inappropriate immune system activation and excessive inflammatory cytokine production. The lack of a pro- vs. anti-inflammatory cytokine balance in IBD leads to tissue destruction and disease progression (1). Some anti-cytokine agents, such as TNF-α inhibitors and antibodies that targets IL-12/IL-23, have been proven to be effective against IBD (2). Therefore, novel cytokine-directed therapies may be promising for IBD treatment.

Interleukin-26 (IL-26) is a member of the IL-10 cytokine family, which also includes IL-10, IL-19, IL-20, IL-22, IL-24, IL-28A, IL-28B, and IL-29. These cytokines signal through common or different receptor complexes consisting of α-receptor subunits (IL-10RA, IL-20RA, IL-22R, or IL-28R) and β-receptor subunits (IL-10RB or IL-20RB) (3). Several studies have indicated that IL-26 not only acts as an inflammatory mediator but also participates in antiviral immunity and antimicrobial defense (4). Elevations in IL-26 are noted in individuals with rheumatoid arthritis, Behçet’s disease (BD), atopic dermatitis (AD), psoriasis, asthma, and IBD, implicating this cytokine in the development of chronic inflammatory and autoimmune disorders (5–10). Macrophages, T helper 17 cells (Th17 cells), CD4^+^ T cells, CD8^+^ T cells, NKp30^+^ γδ T cells and natural killer cells in the intestinal mucosa of IBD patients can produce IL-26 (5, 11–13). IL-26 enhances the production and expression of pro-inflammatory cytokines and chemokines in human monocytes, epidermal keratinocytes, intestinal epithelial cells and colonic subepithelial myofibroblasts (SEMFs) (5, 6, 8, 11). In particular, IL-26 promotes Th17 cell production (6, 9), and these cells in turn produce IL-26, leading to a detrimental amplification loop that contributes to Th17-associated inflammation. Importantly, compared with control mice, transgenic mice expressing human IL-26 exhibit exacerbated skin inflammation as well as increased vascularization and infiltration by neutrophils and CD4^+^ T cells, and these effects are attenuated by anti-IL-26 monoclonal antibody administration (14, 15). Additionally, IL-26 administration aggravates oxazolone-induced AD in mice via the promotion of the Th2 and Th17 response and increases mortality in mouse models of sepsis, accompanied by increased infiltration of neutrophils into the peritoneal cavity (8, 16). In contrast, a previous study has shown that IL-26 inhibits IL-8, IL-1β, TNF-α, and GM-CSF secretion from bronchial epithelial cells (17). Importantly, human IL-26 transgenic mice show reduced susceptibility to the acute colitis caused by dextran sodium sulfate (DSS) (12). Such evidence suggests that the immunoregulatory effects of IL-26 may be pleiotropic and cell-dependent.

Macrophages are among the most abundant immune cells in the gut, playing indispensable roles in the maintenance of intestinal homeostasis and host defense (18). Macrophages exhibit high plasticity and can modify their phenotypes and physiology based on environmental signals. Different subgroups of macrophages perform different functions—host defense, wound healing, and immune regulation (19). Macrophage dysregulation is involved in the pathology of IBD (20). Macrophages can release multiple pro-inflammatory cytokines and chemokines, which are associated with tissue damage in IBD (21). Additionally, macrophages can produce matrix metalloproteinases (MMPs), which contribute to the progression of IBD through their role in extracellular matrix (ECM) remodeling (22). Unraveling the immunoregulatory effects of IL-26 on macrophages may provide critical insights into the roles of IL-26 in IBD. IL-26 has been reported to polarize macrophages into the M1 phenotype and enhance the expression of CCL20, CXCL8, and CXCL2 mRNA as well as the secretion of TNF-α in THP-1 macrophages (23, 24). However, to date, a comprehensive transcriptomic analysis of IL-26-exposed macrophages has not been previously reported.

Previous studies have reported increased IL-26 levels in inflamed intestinal mucosa of IBD patients and elevated serum IL-26 levels in individuals with CD as compared with healthy controls (HC) (5, 11). However, no previous study has explored IL-26 mRNA levels in PBMCs of IBD patients and serum IL-26 levels in UC as well as their associations with clinical characteristics. Thus, we investigated IL-26 expression in the intestinal mucosa, serum and PBMCs from patients with IBD and HC. Further, we examined the association of serum IL-26 levels as well as IL-26 mRNA expression in PBMCs with the clinical features of UC and CD, including disease activity and phenotypes. Finally, in order to gain additional insights into the immunoregulatory effects of IL-26 on macrophages, we performed RNA sequencing and validated the results using qRT-PCR, ELISA, and western blots.

## Materials and Methods

### Patients

Samples of intestinal mucosa and blood were collected from individuals with IBD and HC after obtaining signed informed consent. All participants were enrolled from Renji Hospital, School of Medicine, Shanghai Jiao Tong University, and the study was approved by the Medical Ethics Committee of Renji Hospital, School of Medicine, Shanghai Jiao Tong University.

The histological activity of IBD patients was classified as histologic normalization, quiescence, and active disease, as described earlier (25). Endoscopic remission was defined as the absence of any ulceration for CD and Mayo endoscopic subscore ≤ 1 for UC (26). For qRT-PCR analysis, paired macroscopically inflamed and uninflamed biopsies were obtained from the rectum and colon for UC patients and from the rectum, colon, caecum, ileocecal valve, and terminal ileum for CD patients. Normal colonic biopsies were obtained from HC. Baseline characteristics of participants at intestinal biopsy are shown in Supplementary Table 1. In addition, formalin-fixed paraffin-embedded tissue sections were subjected to immunohistochemical analysis (Supplementary Table 2).

We centrifuged blood samples and stored serum at –80°C until IL-26 quantitation. Human PBMCs were isolated from freshly obtained blood using density gradient centrifugation with Ficoll-Paque Plus (GE Healthcare, North Richland Hills, TX, United States). The disease activity of UC and CD was determined according to the modified Truelove and Witts activity index and Harvey-Bradshaw index, respectively (27, 28). Laboratory values for white blood cell (WBC) counts, levels of hemoglobin (Hb), C-reactive protein (CRP), erythrocyte sedimentation rate (ESR), and prealbumin as well as serum levels of cytokines such as IL-1β, IL-2, IL-4, IL-5, IL-6, IL-8, IL-10, IL-12p70, IL-17A, TNF-α, IFN-α, and INF-γ were obtained from electronic medical records. Clinical characteristics of all enrolled individuals at blood sample collection are described in Supplementary Table 3.

### Serum Interleukin-26 Quantification

Serum IL-26 levels were detected using a human IL-26 ELISA kit (Cusabio Biotech, Wuhan, China).

### RNA Isolation and Quantitative Real-Time Polymerase Chain Reaction

We extracted total RNA using the RNAiso Plus kit (Takara, Japan) and then reverse transcribed it (1 μg RNA) with the PrimeScript™ RT reagent Kit (Takara). We performed real-time polymerase chain reaction (PCR) with the TB Green^®^ Premix Ex Taq™ II kit (Takara), using the 2^–ΔΔ^*Ct* method for quantifying relative expression. GAPDH and ACTB were chosen as internal controls. Primers are shown in Supplementary Table 4.

### Immunohistochemistry

Briefly, 4-μm tissue sections were first deparaffinized and rehydrated and then heated for antigen retrieval after quenching endogenous peroxidase activity with 3%H_2_O_2_. The sections were then incubated with an anti-IL-26 antibody (Abcam, Cambridge, United Kingdom) at 4°C overnight after blocking with non-immune goat serum for 30 min. Phosphate-buffered saline (PBS) was used to wash sections, following which they were incubated with a horseradish peroxidase (HRP)-conjugated secondary antibody (Changdao, Shanghai, China) for 30 min at room temperature. 3,3′-diaminobenzidine (DAB, Maixin-Bio, Guangzhou, China) was used to visualize IL-26 expression, and hematoxylin was used for counterstaining the sections. Immunohistochemical results were analyzed using the Image-Pro Plus 6.0 software (Media Cybernetics, Rockville, MD). The level of immunoreactivity was expressed as the mean optical density (integrated optical density/area).

### Cell Culture and Treatment

THP-1 monocytes (ATCC, Manassas, VA, United States) were cultured in RPMI 1,640 medium (Gibco, United States) containing 10% fetal bovine serum (FBS). Phorbol12-myristate 13-acetate (PMA, 50 ng/ml, Sigma-Aldrich, United States) was added for 24 h to induce the differentiation of THP-1 cells into macrophages. Then, THP-1 macrophages (M0 phenotype) underwent IL-26 treatment (0.28 μM, R&D Systems, Minneapolis, MN, United States) for 24 h.

### RNA-Sequencing and Analysis

The constructed sequencing library was sequenced using an Illumina NovaSeq 6000 system. The expression of transcripts was calculated as fragments per kilobase of exon model per million mapped reads (FPKM). Protein-coding genes were used for subsequent analysis. Differentially expressed genes were identified based on the following criteria: fold change ≥ 2 or ≤ 0.5 and FDR < 0.05.

Gene Ontology (GO) enrichment analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis were performed using the OmicStudio tools at https://www.omicstudio.cn/tool. FDR values < 0.05 indicated significant enrichment. The gene sets (hallmark gene sets, KEGG gene sets, and GO biological processes gene sets) were obtained from the Molecular Signatures Database (MsigDB)^1^ for GSEA enrichment analysis (4.1.0). Gene sets with |NES| > 1 and FDR *q*-value < 0.05 were considered significant.

### Enzyme-Linked Immunosorbent Assay

After IL-26 treatment for 24 h, the concentration of cytokines and chemokines in the cell culture supernatants of THP-1 macrophages was measured with enzyme-linked immunosorbent assay (ELISA) according to manufacturer’s instructions. ELISA kits for the detection of human TNF-α, IL-8, IL-1β, CCL2, CCL4, CCL8, CCL20, CXCL1, CXCL2, and CXCL10 were purchased from Cusabio Biotech. Human CXCL3 and CXCL11 ELISA kits were obtained from MultiSciences (Hangzhou, China). Human CCL3 ELISA kits were purchased from Absin (Shanghai, China).

### Protein Isolation and Western Blot Analysis

Cell lysates were obtained after the addition of radioimmunoprecipitation assay lysis buffer (Beyotime, Shanghai, China) containing a cocktail of protease inhibitors (KangChen, China) to the cells. Proteins were quantified using a bicinchoninic acid Protein Assay Kit (Thermo Fisher Scientific, Lafayette, United States). Equal amounts of protein were separated using 10% SDS-PAGE and transferred to PVDF membranes (Bio-Rad, Hercules, CA). Membranes were blocked in 5% skim milk for 1 h and subsequently incubated with primary antibodies against MMP-9 (Cell Signaling Technology, Boston, MA), MMP-1 (Proteintech Group, United States), MMP-8 (Abcam), vascular cell adhesion molecule-1 (VCAM-1) (Abcam), intercellular adhesion molecule 1 (ICAM-1) (Abcam), and GAPDH (KangChen, China) at 4°C overnight. Membranes were washed thrice with TBS-T, and then incubated with HRP-conjugated secondary antibodies at room temperature for 1 h. Protein signals were detected using an ECL detection system.

### Statistical Analysis

Data were presented as mean ± standard deviation (SD) and analyzed using GraphPad Prism 6.0 or SPSS software. For data with normal distribution, comparisons between two groups were performed using paired or unpaired Student’s *t*-tests, and multigroup comparisons were conducted using one-way analysis of variance (ANOVA). Non-parametric tests were employed for non-normally distributed continuous variables. Pearson’s and Spearman’s correlation analyses were used for data with normal distribution and non-normal distribution, respectively. *P*-values lower than 0.05 indicated statistical significance.

## Results

### Interleukin-26 Expression in the Intestinal Mucosa of Individuals With Inflammatory Bowel Disease

We analyzed IL-26 RNA transcript and protein levels in the intestinal mucosa of UC patients, CD patients, and HC using qRT-PCR and immunochemistry, respectively. IL-26 mRNA levels were significantly upregulated in inflamed intestinal mucosa from patients with UC and CD when compared with HC (Figure 1A). These levels were also enhanced in inflamed intestinal mucosa compared with uninvolved intestinal mucosa from the same patients with UC or CD (Figures 1B,C). In line with this, there were more IL-26-expressing cells in the intestinal mucosa of patients with UC and CD than in HC (Figures 1D,E). Furthermore, IL-26 protein expression was more pronounced in inflamed than in non-inflamed intestinal mucosa from the same UC or CD patients (Figures 1F,G). These findings illustrated that IL-26 expression is upregulated in the inflamed intestinal mucosa of patients with IBD.

**FIGURE 1:**
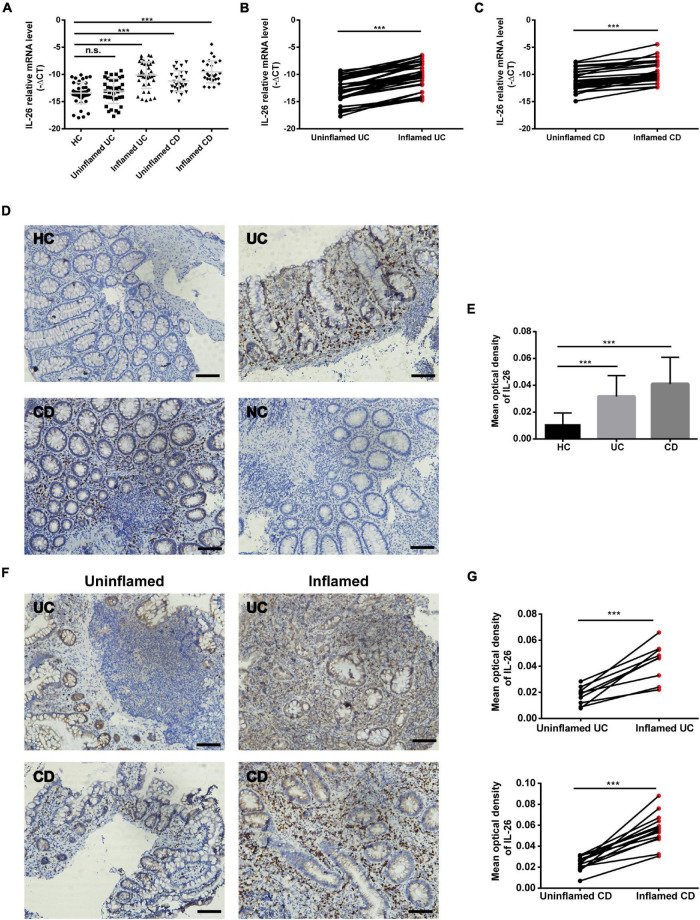
IL-26 expression is increased in the inflamed intestinal mucosa of IBD patients. **(A)** IL-26 mRNA levels in inflamed and uninflamed intestinal mucosa from UC patients (*n* = 37) and CD patients (*n* = 26), and normal intestinal mucosa from healthy controls (HC) (*n* = 45). **(B,C)** IL-26 mRNA levels in paired inflamed and uninflamed intestinal mucosa from patients with UC (*n* = 37) **(B)** and patients with CD (*n* = 26) **(C)**. **(D)** Immunohistochemical staining for IL-26 in intestinal mucosa from patients with UC and CD, and HC. Negative control (NC): omission of the primary antibody. Scale bar, 100 μm. **(E)** The semi-quantitative analysis of immunohistochemistry staining of IL-26 in intestinal mucosa from patients with UC (*n* = 22) and CD (*n* = 28), and HC (*n* = 23). **(F)** Immunohistochemical staining for IL-26 in paired inflamed and uninflamed intestinal mucosa from the same UC and CD patients. Scale bar, 100 μm. **(G)** The semi-quantitative analysis of immunohistochemistry staining of IL-26 in paired inflamed and uninflamed intestinal mucosa from the same UC and CD patients. ***P < 0.001. n.s., not significant.

### Interleukin-26 Expression Levels in Serum and Peripheral Blood Mononuclear Cells of Inflammatory Bowel Disease Patients and Their Association With Clinical Characteristics

Previous studies have reported disease severity-related serum IL-26 elevations in cases of systemic lupus erythematosus, BD, and sepsis (7, 16, 29). We aimed to explore IL-26 expression levels in serum and PBMCs in cases of UC and CD and their association with clinical characteristics. To our surprise, we found lower serum IL-26 concentrations in UC and CD patients than in HC (Figure 2A), and a similar trend was also observed for IL-26 mRNA expression in PBMCs (Figure 2B). Subsequently, we compared IL-26 expression levels in serum and PBMCs among IBD patients with different clinical parameters. Regarding disease location, IL-26 expression levels in serum and PBMCs were comparable between CD patients with terminal ileum involvement (L1 ± L4) and colonic involvement (L2/L3 ± L4) (Supplementary Figures 1A,B), and between CD patients with and without upper gastrointestinal involvement (Supplementary Figures 1C,D). However, we could not compare IL-26 levels among UC patients due to the small sample size. Interestingly, IL-26 mRNA levels in PBMCs were observed to be lower in cases of complicated CD (stricturing and penetrating) than in cases of inflammatory disease, although no such trend was noted for serum IL-26 levels (Supplementary Figures 1E,F). These results indicated that IL-26 expression levels in serum and PBMCs were reduced in cases of UC and CD compared to HC and were unaffected by disease location in CD. Furthermore, IL-26 mRNA expression was lower in PBMCs from CD patients with stricturing and penetrating phenotypes than in those with inflammatory phenotype.

**FIGURE 2:**
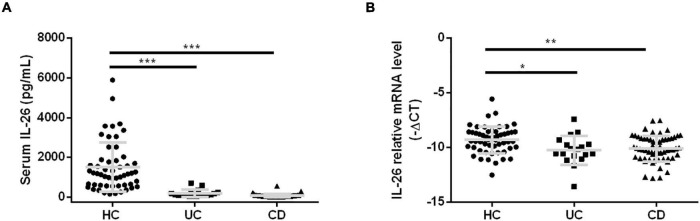
IL-26 expression levels in serum and PBMCs were reduced in IBD patients. IL-26 expression levels in serum **(A)** and PBMCs **(B)** in UC patients, CD patients and healthy controls (HC). *P < 0.05, **P < 0.01, ***P < 0.001.

In terms of disease activity, IL-26 expression in PBMCs was significantly lower in severely active UC than in mildly active UC (Figure 3A) and in moderately active CD than in remitted and mildly active CD (Figure 3B). In contrast, disease activity did not affect serum IL-26 levels in UC and CD patients (Figures 3C,D). In addition, IL-26 expression in PBMCs from UC patients was negatively correlated with the CRP levels and positively correlated with Hb and prealbumin levels (*P* < 0.05). These levels also tended to show a negative correlation with ESR, although the correlation did not reach statistical significance (Figure 3E). IL-26 expression in PBMCs from CD patients also showed a negative correlation with CRP levels and a positive correlation with Hb and prealbumin levels (*P* < 0.05), but showed no correlation with ESR (Figure 3F). In contrast, serum IL-26 levels were not associated with levels of CRP, Hb, prealbumin, and ESR in either UC or CD (Figures 3G,H). These results illustrated that IL-26 mRNA levels in PBMCs may show a negative correlation with disease activity in both UC and CD, although serum IL-26 levels may not show any correlation with disease activity.

**FIGURE 3:**
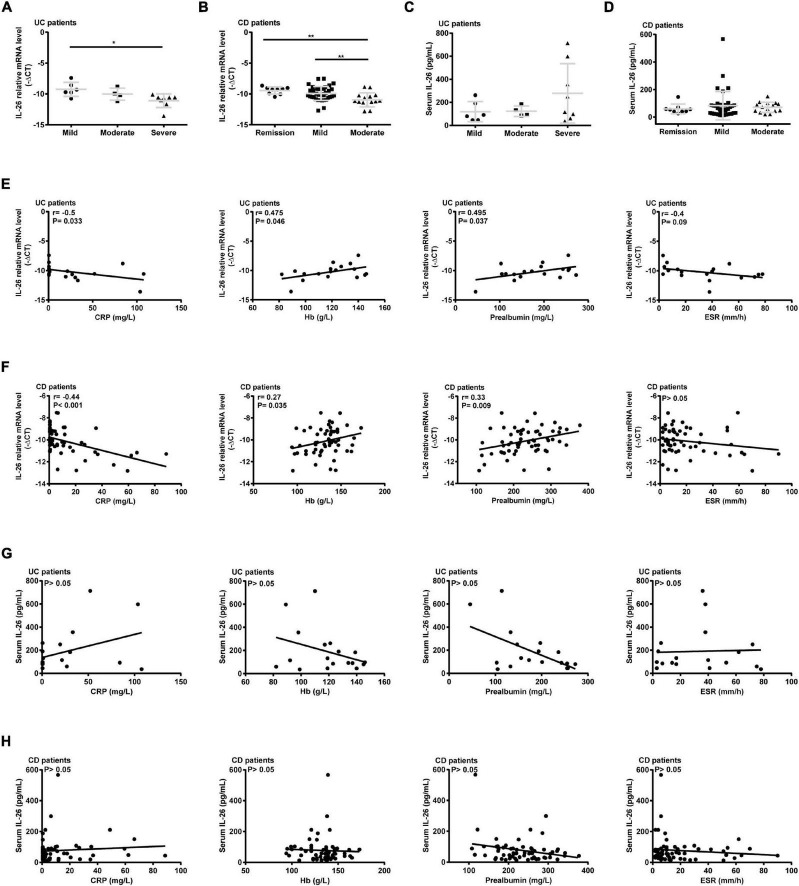
Correlation of IL-26 levels in serum and PBMCs with disease activity in patients with UC and CD. **(A,B)** IL-26 mRNA levels in PBMCs of UC **(A)** and CD patients **(B)** with different disease activity levels. **(C,D)** Serum IL-26 concentration in UC **(C)** and CD patients **(D)** with different disease activity levels. **(E,F)** Correlation of IL-26 mRNA levels in PBMCs with levels of CRP, hemoglobin (Hb), prealbumin, and ESR in cases of UC **(E)** and CD **(F)**. **(G,H)** Relationship of serum IL-26 levels with levels of CRP, Hb, prealbumin, and ESR in UC **(G)** and CD **(H)** patients. *P < 0.05, **P < 0.01.

We further explored the association of serum IL-26 levels with those of other cytokines in UC and CD (Table 1). Serum IL-26 levels showed a positive correlation with serum IL-6 levels in UC and CD (*P* < 0.05) and with serum IL-8 levels in CD (*P* < 0.05). A tendency toward a positive correlation with serum IL-8 levels was noted in UC.

**TABLE 1:** Correlation analysis between serum levels of IL-26 and other cytokines in IBD.

Cytokines	UC patients		CD patients	
	Correlation coefficient	*P*-value	Correlation coefficient	*P*-value
IL-1β	0.14	0.61	0.036	0.79
IL-2	–0.08	0.77	–0.17	0.2
IL-4	–0.17	0.54	–0.185	0.16
IL-5	0.13	0.63	–0.04	0.77
IL-6	0.65	0.006	0.26	0.046
IL-8	0.49	0.055	0.3	0.02
IL-10	0.25	0.36	–0.09	0.47
IL-12P70	–0.02	0.93	0.005	0.97
IL-17A	0.18	0.51	–0.2	0.14
TNF-α	0.44	0.09	0.25	0.053
IFN-α	0.24	0.38	–0.16	0.23
INF-γ	0.42	0.11	–0.01	0.91

### Transcriptomic Analysis of the Response of THP-1 Macrophages to Interleukin-26

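THP-1 is a human monocytic leukemia cell line whose cells take on the form of macrophages after exposure to the phorbol ester PMA. THP-1 cells received PMA at 50 ng/ml for 24 h and were then left untreated or were exposed to IL-26 at 0.28 μM for 24 h. RNA was sequenced from 3 libraries of untreated and 3 libraries of IL-26-treated macrophages. For each Ensembl gene identifier, the authors deposited a whole-number count and an FPKM value in each library. The text of the paper names neither the aligner, the counting program, the genome build, the annotation nor the test behind its differentially expressed genes. The counts of untreated replicates 1, 2 and 3 added up to 76690545, 75839287 and 74693532. In IL-26-treated replicates 1, 2 and 3 the totals were 74312703, 77029434 and 75365560. Low counts piled up at multiples of 4. A count of 4 occurred 7928 times over all genes and libraries, while counts of 3 and 5 occurred 2776 and 1669 times. Read as 4 counts per sequenced fragment, the tested genes held between 17898661 and 18502550 fragments per library. Among genes with a mean count from 5 to 50, the variance between replicates was on average 7.28 times the mean in untreated and 6.94 times in IL-26-treated macrophages. For this reason a group of libraries was treated as undetected for a gene when none had more than 12 counts, the equivalent of 3 fragments. Such limits cover counting error only.

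The counts were compared as deposited with the quasi-likelihood test of edgeR, which estimates the spread of each gene from the replicates, after TMM normalization with factors between 0.986 and 1.027. As in the paper, only protein-coding genes entered, here by release 29 of the GENCODE annotation. Genes with a mean of at least 0.5 FPKM over the 6 libraries were kept, which left 11045 genes. A gene was called up-regulated or down-regulated at the paper's criteria, a fold change of at least 2 and a Benjamini-Hochberg adjusted p-value under 0.05. Expression is given as the mean ± SD of the deposited FPKM values (n = 3 per group), and chromosome positions refer to GENCODE 29 on GRCh38. The standard error of a log2 fold change was taken from the fold change and its F statistic. A two-sided exact permutation test of 3 libraries against 3 cannot give a p-value below 0.1.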

Given the critical role of macrophages in IBD and the limited information on the immunoregulatory effects of IL-26 on macrophages, RNA-seq was used in the present study to identify the genomic changes in THP-1 macrophages induced by IL-26. 

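Principal components were computed from log2(FPKM + 0.1) of the 11045 genes, with each gene centred over the 6 libraries and not scaled. PC1 held 59.8% of the variance and PC2 held 12.5%. On PC1 the scores were -22.0, -36.0 and -39.1 in untreated replicates 1, 2 and 3 and 33.7, 33.8 and 29.6 in IL-26-treated replicates 1, 2 and 3. The gap of 64.7 between the group means exceeded the spread within either group, and it gave the smallest p-value that the design allows (exact permutation test, two-sided, p = 0.1). PC2 did not separate the groups (exact permutation test, two-sided, p = 0.8). With the libraries taken as variables and FPKM left on the linear scale, the share moved most, to 98.5% on PC1 and 1.17% on PC2. In that analysis all loadings on PC1 were positive, from 0.367 to 0.447. The groups parted on PC2, where loadings ran from -0.498 to -0.293 in untreated and from 0.329 to 0.460 in IL-26-treated macrophages.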

Principal component analysis (PCA) showed that clusters of untreated macrophages were well-separated from those of IL-26-treated macrophages (Figure 4A). 

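Of the 11045 protein-coding genes tested, 437 were up-regulated and 423 were down-regulated in IL-26-treated macrophages. The adjusted p-value alone was met by 1512 higher and 1576 lower genes. The 3 IL-26-treated libraries all lay above the 3 untreated ones in 436 of the up-regulated genes, and below them in 422 of the down-regulated genes. Such a separation held for 46.6% of all tested genes, against 10% by chance. Among the other fits at the same criteria, the counts were lowest with limma on log2(FPKM + 1), at 254 up-regulated and 158 down-regulated genes, and highest with DESeq2 without a filter on FPKM, chosen after seeing the data, at 811 and 744. Up-regulated genes numbered from 357 to 521, and down-regulated genes from 322 to 489, when each library was left out in turn. Without untreated replicate 1 the counts were 521 and 489.

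Among up-regulated genes without overlap between the groups, the fitted fold change was largest for AC078927.1, CCL1, TNFAIP6, AL109811.4 and VCAM1. AC078927.1 and CCL1 had no count in any untreated library, so their rises of at least 9.30-fold and at least 7.48-fold are lower bounds. In IL-26-treated replicates 1, 2 and 3 the counts were 216, 102 and 16 for AC078927.1 and 37, 81 and 156 for CCL1. The size of each bound therefore depends on the library with the most counts. AC078927.1 passed the adjusted p-value in 2 of the 6 fits that each left out one library. TNFAIP6 rose from 0.0433 ± 0.0751 to 2.64 ± 0.770 FPKM (log2 fold change 5.87, standard error 1.17, adjusted p = 0.0147), and AL109811.4 rose from 0.06 ± 0.0173 to 2.07 ± 1.74 FPKM (log2 fold change 5.04, standard error 0.94, adjusted p = 0.0118). With one library left out, the log2 fold change ranged from 5.295 to 11.555 for TNFAIP6, the highest without untreated replicate 1, and from 4.25 to 5.55 for AL109811.4. The counts of TNFAIP6 were 19, 0 and 0 in untreated replicates 1, 2 and 3, so the size of its rise rests on replicate 1. Among down-regulated genes without overlap, the largest fitted falls were those of AC068533.4, KLRC4-KLRK1, FCGBP, MB and DUSP27. AC068533.4 and KLRC4-KLRK1 were undetected in IL-26-treated macrophages, at least 7.12-fold and at least 21.2-fold lower. KLRC4-KLRK1 is a read-through gene of KLRC4 and KLRK1, and how reads were divided between these genes is unknown. Whether AC078927.1, AL109811.4 and AC068533.4 share reads with other genes was not tested. The counts of AL109811.4 in IL-26-treated replicates 1, 2 and 3 were 749, 67 and 418. FCGBP fell from 1.497 ± 0.425 to 0.0567 ± 0.0208 FPKM (log2 fold change -4.71, standard error 0.35, adjusted p = 0.000957). MB changed from 8.49 ± 2.15 to 0.657 ± 0.227 FPKM and DUSP27 from 1.047 ± 0.454 to 0.0867 ± 0.0569 FPKM, with log2 fold changes of -3.68 and -3.54. That of DUSP27 ranged from -4.17 to -3.22 when each library was left out in turn.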

In total, we identified 1,303 differentially expressed protein-coding genes between untreated and IL-26-treated macrophages, including 667 up-regulated and 636 down-regulated genes (Figure 4B). 

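Libraries were compared by Pearson's r across genes on log2 normalized counts, where genes are not independent replicates. Over the 860 differentially expressed genes, r lay between 0.951 and 0.984 for pairs of libraries within a group and between 0.631 and 0.772 for pairs from different groups. These genes were selected for the difference between the same groups. Over all 11045 tested genes the ranges were 0.960 to 0.969 within untreated, 0.966 to 0.971 within IL-26-treated and 0.911 to 0.936 between groups. The median absolute log2 difference of a gene was 0.13 to 0.20 between untreated libraries, 0.14 to 0.15 between IL-26-treated libraries and 0.27 to 0.33 between groups.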

The DEGs from biological replicates showed close clustering, indicating that the effects of IL-26 treatment were reproducible (Figure 4C).

**FIGURE 4:**
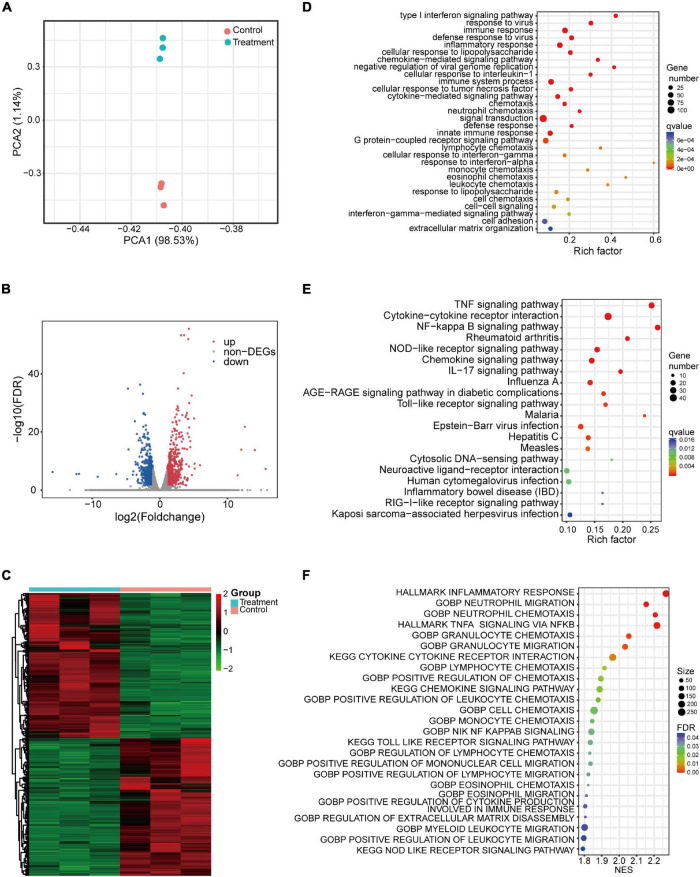
Transcriptomic analysis of THP-1 macrophages exposed to IL-26. **(A)** Principal component analysis of protein-coding genes. **(B)** Volcano plots showing protein-coding genes from untreated and IL-26-treated macrophages, red and blue indicate the significantly upregulated and downregulated genes, respectively. **(C)** Heatmap of differentially expressed protein-coding genes between untreated and IL-26-treated macrophages. **(D)** GO enrichment analysis (biological process) of up-regulated genes. **(E)** Top 20 from the KEGG enrichment analysis of up-regulated genes ranked by *q*-value. **(F)** GSEA analysis of all protein-coding genes in IL-26-treated macrophages.

GO enrichment analysis revealed the enrichment of up-regulated genes in the following biological processes: immune response, inflammatory response, chemokine-mediated signaling pathway, cytokine-mediated signaling pathway, chemotaxis, neutrophil chemotaxis, innate immune response, lymphocyte chemotaxis, monocyte chemotaxis, leukocyte chemotaxis, cell adhesion, and extracellular matrix organization (Figure 4D). 

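In place of the GO annotation, 20 lists of genes for these and other processes were prepared from general knowledge of these processes. List members among the up-regulated or the down-regulated genes were counted against all 11045 tested genes by Fisher's exact test, one-sided, with Benjamini-Hochberg adjustment over the lists. Fisher's exact test takes genes as independent, while genes of a list can move together between libraries. Its p-values therefore describe the overlap of a list with the called genes and do not measure the spread between libraries. Of all tested genes, 3.96% were up-regulated and 3.83% were down-regulated. Among 22 chemokine ligands tested, 16 were up-regulated (adjusted p = 1.10e-17) and 1 was down-regulated, and the number up-regulated was also 16 when adjusted over the list alone. Under the alternatives without a library left out, the count for this list ranged from 13 to 19. Of 58 type I interferon response genes, 39 were up-regulated and none was down-regulated (adjusted p = 3.52e-40), and 41 were up-regulated when adjusted over the list alone. With one library left out, 26 to 42 of them were up-regulated. These genes moved together, with an estimated inter-gene correlation of 0.769. With the correlation estimated in this way, a two-sided test of the list's shift (camera) did not pass the threshold (adjusted p = 0.280). The most abundant of these genes were IFI6, IFITM3 and ISG15 among those called. IFI6 rose from 259 ± 60.8 to 773 ± 238 FPKM (log2 fold change 1.57, standard error 0.27, adjusted p = 0.00931) and IFITM3 rose from 116 ± 16.5 to 315 ± 85.0 FPKM (log2 fold change 1.43). ISG15 (ENSG00000187608, chromosome 1, 1001138 to 1014540) rose from 33.4 ± 14.5 to 162 ± 58.8 FPKM (log2 fold change 2.27). IL-26-treated replicate 2 had the lowest value of its group in 56 of the 58 interferon response genes.

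Among 36 cell adhesion molecules, 8 were up-regulated and 1 was down-regulated (adjusted p = 0.000214), with 8 and 1 also when adjusted over the list alone, and 6 to 9 up-regulated with one library left out. ICAM1 (ENSG00000090339, chromosome 19, 10270835 to 10286615) rose from 102 ± 21.0 to 281 ± 28.5 FPKM (log2 fold change 1.45, standard error 0.17, adjusted p = 0.00268). VCAM1 (ENSG00000162692, chromosome 1, 100719742 to 100739045) rose from 0.0933 ± 0.0503 to 3.08 ± 1.17 FPKM (log2 fold change 4.99, standard error 0.53, adjusted p = 0.00222). NINJ1 rose from 15.5 ± 1.43 to 50.1 ± 2.66 FPKM, ITGA1 from 1.77 ± 0.521 to 7.01 ± 1.16 FPKM and SIGLEC1 from 5.83 ± 2.57 to 26.8 ± 9.76 FPKM, with log2 fold changes of 1.68, 1.97 and 2.19. The down-regulated member was ICAM3, with a log2 fold change of -1.02.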

Within the cellular component category, up-regulated genes were significantly enriched in plasma membrane, extracellular space, extracellular region, cell surface, and integral component of plasma membrane (Supplementary Figure 2A). Moreover, within the molecular function category, they were significantly enriched in cytokine activity and chemokine activity (Supplementary Figure 2A). 

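Apart from chemokines, 27 cytokine genes of a prepared list were tested, of which 11 were up-regulated and 1 was down-regulated (Fisher's exact test, one-sided, adjusted p = 1.21e-08). The same numbers, 11 and 1, were reached when adjusted over the list alone, and 8 to 13 were up-regulated with one library left out. EBI3 (ENSG00000105246, chromosome 19, 4229498 to 4237531) rose from 7.84 ± 2.60 to 144 ± 13.2 FPKM (log2 fold change 4.19, standard error 0.28, adjusted p = 0.000826). IL1RN rose from 38.9 ± 14.3 to 198 ± 24.3 FPKM (log2 fold change 2.34, standard error 0.28, adjusted p = 0.00312) and TNFSF14 rose from 9.65 ± 0.603 to 21.3 ± 1.76 FPKM (log2 fold change 1.13, standard error 0.09, adjusted p = 0.00114). Beyond the chemokines of Figure 5A, CCL3L1 rose from 3.45 ± 1.82 to 34.4 ± 8.35 FPKM (log2 fold change 3.31, standard error 0.40, adjusted p = 0.00336). CCL3L1 is a near-identical copy of CCL3, and how reads were divided between the copies is unknown. Chemokine receptors moved in both directions. Of 7 tested, CXCR4 and CXCR5 were up-regulated with log2 fold changes of 1.59 and 2.62, and CX3CR1 and CXCR2 were down-regulated with -2.05 and -1.98. The 2 up-regulated receptors did not pass the threshold as a list (adjusted p = 0.0523), although they did in 5 of the 6 fits that each left out one library, and 2 were up-regulated and 2 down-regulated when adjusted over the list alone.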

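Down-regulated genes were counted in the same 20 lists. Of 41 mitotic genes tested, 16 were down-regulated and 1 was up-regulated (Fisher's exact test, one-sided, adjusted p = 1.38e-11), and 18 were down-regulated when adjusted over the list alone. The count ranged from 12 to 19 with one library left out. With limma on log2(FPKM + 1), 3 mitotic genes were down-regulated and the list no longer passed the threshold, while 28 were down-regulated without a filter on FPKM and 38 with DESeq2 without this filter, chosen after seeing the data. CDC20 (ENSG00000117399, chromosome 1, 43358955 to 43363203) fell from 17.2 ± 3.32 to 3.79 ± 0.372 FPKM (log2 fold change -2.19, standard error 0.17, adjusted p = 0.000981). TOP2A (ENSG00000131747, chromosome 17, 40388516 to 40417950) fell from 3.05 ± 0.732 to 0.567 ± 0.168 FPKM (log2 fold change -2.43, standard error 0.27, adjusted p = 0.00244). TPX2, KIF2C and KIFC1 had log2 fold changes of -1.48, -1.78 and -1.60. DNA replication genes did not pass the threshold, with 4 of 40 down-regulated and none up-regulated (adjusted p = 0.188), and 4 when adjusted over the list alone. With one library left out, 0 to 3 of them were down-regulated (adjusted p from 0.628 to 1).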

Enrichment of down-regulated genes based on biological process is presented in Supplementary Figure 2B. In the KEGG pathway analysis, we noted that the up-regulated genes were significantly enriched in signaling pathways such as the TNF signaling pathway, cytokine-cytokine receptor interaction, NF-kappa B signaling pathway, NOD-like receptor signaling pathway, chemokine signaling pathway, IL-17 signaling pathway, toll-like receptor signaling pathway, and inflammatory bowel disease (IBD) (Figure 4E). 

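KEGG gene sets were not used here, and 5 of the prepared lists stand for these pathways. Of 58 NF-κB and TNF response genes tested, 25 were up-regulated and 1 was down-regulated (Fisher's exact test, one-sided, adjusted p = 2.28e-19), and 25 and 2 when adjusted over the list alone. IER3 rose from 24.4 ± 6.61 to 98.6 ± 13.1 FPKM (log2 fold change 2.01, standard error 0.21, adjusted p = 0.00227), G0S2 from 27.8 ± 5.14 to 74.1 ± 11.9 FPKM and NFKBIE from 32.9 ± 3.20 to 71.7 ± 5.07 FPKM. Of 49 genes of the NOD-like receptor pathway, 13 were up-regulated and 2 were down-regulated (adjusted p = 1.39e-07), with 13 and 2 when adjusted over the list alone. Between 8 and 12 were up-regulated with one library left out, with an adjusted p-value of at most 0.000720. PANX1 rose from 21.4 ± 3.35 to 43.8 ± 2.13 FPKM (log2 fold change 1.02, standard error 0.13, adjusted p = 0.00351). For the inflammatory bowel disease pathway, 6 of 33 genes were up-regulated and 1 was down-regulated (adjusted p = 0.00413), also when adjusted over the list alone, and 5 to 8 were up-regulated with one library left out. TGFB3 rose from 1.53 ± 0.829 to 9.03 ± 1.497 FPKM (log2 fold change 2.55, standard error 0.39, adjusted p = 0.00640), while IFNGR1 fell from 139.8 ± 25.3 to 52.1 ± 6.30 FPKM (log2 fold change -1.43, standard error 0.15, adjusted p = 0.00234).

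The toll-like receptor and IL-17 pathways each had 5 up-regulated genes, of 49 and 50 tested, and 1 and 2 down-regulated genes. The tested members of both lists included no chemokine ligand and neither TNF nor IL1B, which were counted in other lists. Neither list passed the threshold (Fisher's exact test, one-sided, adjusted p = 0.0719 for each), and the numbers were unchanged when adjusted over the list alone. Both passed it in 5 of the 6 fits that each left out one library, with limma on log2(FPKM + 1) and on the TPM scale, with a minimum of 1 FPKM and with the replicate number as a block. NFKBIA (ENSG00000100906, chromosome 14, 35401511 to 35404749), a member of both lists, rose from 10.1 ± 2.78 to 52.6 ± 1.81 FPKM (log2 fold change 2.38, standard error 0.20, adjusted p = 0.00113). IRAK2 rose from 4.55 ± 2.02 to 21.6 ± 2.83 FPKM and CEBPB from 17.7 ± 1.48 to 52.8 ± 6.94 FPKM, with log2 fold changes of 2.24 and 1.57. TNFAIP3 rose from 9.30 ± 1.56 to 29.5 ± 5.10 FPKM, and IRF7 rose from 10.8 ± 1.61 to 28.2 ± 6.48 FPKM.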

Meanwhile, the down-regulated genes showed enrichment in gastric acid secretion.

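A list of genes for gastric acid secretion had 41 tested members, of which 10 were down-regulated and 1 was up-regulated (Fisher's exact test, one-sided, adjusted p = 2.36e-05). The numbers were 10 and 1 when adjusted over the list alone, and 6 to 9 were down-regulated with one library left out (adjusted p at most 0.0111). Under the alternatives without a library left out, between 6 and 15 members were down-regulated, and the adjusted p-value was at most 0.000782. KCNQ1 (ENSG00000053918, chromosome 11, 2444684 to 2849110) fell from 14.3 ± 3.80 to 3.04 ± 0.304 FPKM (log2 fold change -2.24, standard error 0.22, adjusted p = 0.00167). CA2 fell from 46.1 ± 5.95 to 20.1 ± 1.54 FPKM (log2 fold change -1.20, standard error 0.12, adjusted p = 0.00162). EZR and GNAQ had log2 fold changes of -1.30 and -1.03.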

Furthermore, in IL-26-exposed macrophages, GSEA of all protein-coding genes showed enrichment for the following: inflammatory response, neutrophil migration and chemotaxis, TNF-α signaling via NF-κB, cytokine-cytokine receptor interaction, lymphocyte chemotaxis, positive regulation of chemotaxis, chemokine signaling pathway, positive regulation of leukocyte chemotaxis, monocyte chemotaxis, toll-like receptor signaling pathway, positive regulation of mononuclear cell migration, positive regulation of cytokine production involved in immune response, regulation of extracellular matrix disassembly and NOD-like receptor signaling pathway (Figure 4F).

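The shift of each list as a whole was tested with camera, two-sided, at a preset inter-gene correlation of 0.01 over all 11045 genes, with adjustment over the 20 lists. The test found 7 lists shifted up and 3 shifted down. Chemokine ligands had a median log2 fold change of 3.83, or 3.54 with the undetected gene CCL1 at its bound (adjusted p = 1.90e-15). The median was 0.90 for NF-κB and TNF response genes (adjusted p = 2.22e-22), 1.36 for type I interferon response genes (adjusted p = 3.83e-22) and 0.84 for other cytokines (adjusted p = 2.07e-06). Smaller upward shifts were found for the NOD-like receptor pathway, with a median of 0.18 (adjusted p = 0.00703), the toll-like receptor pathway, with 0.13 (adjusted p = 0.00935), and the IL-17 pathway, with 0.09 (adjusted p = 0.0439). The IL-17 shift passed the threshold in 3 of the 6 fits that each left out one library. Mitotic genes, with a median of -0.93 (adjusted p = 4.02e-10), gastric acid secretion, with -0.31 (adjusted p = 1.55e-05), and DNA replication genes, with -0.37 (adjusted p = 0.00345), shifted down. In camera, no shift passed the threshold for matrix metalloproteinases and their inhibitors (median log2 fold change 0.05, adjusted p = 0.718) or cell adhesion molecules (adjusted p = 0.0795). Nor did one pass for the inflammatory bowel disease pathway (adjusted p = 0.0512), matrix structural genes (adjusted p = 0.493) or chemokine receptors (adjusted p = 0.569). With one library left out, the shift passed the threshold in 2 of 6 fits for the inflammatory bowel disease pathway and in 1 for cell adhesion molecules.

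All 10 shifts also passed the threshold with fry. The inflammatory bowel disease pathway passed with fry as well (adjusted p = 0.00711). The same held for M2 macrophage markers, glycolysis and hypoxia genes and metallothioneins. With the inter-gene correlation estimated from the data, 3 of the 10 shifts passed, those of chemokine ligands, NF-κB and TNF response genes and gastric acid secretion (adjusted p = 0.0435 for each). Over the 10 ways to divide the 6 libraries into 3 and 3, camera found 2 to 11 shifted lists in the divisions that mixed the groups, against 10 between untreated and IL-26-treated macrophages. Part of the IL-26 difference enters each mixed division, since its sets hold unequal numbers of IL-26-treated libraries. From the enrichment of chemotaxis and of inflammation-related pathways, the paper proposes that IL-26 activates macrophages and so can set off inflammatory and immune responses.

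**Figure D1:**
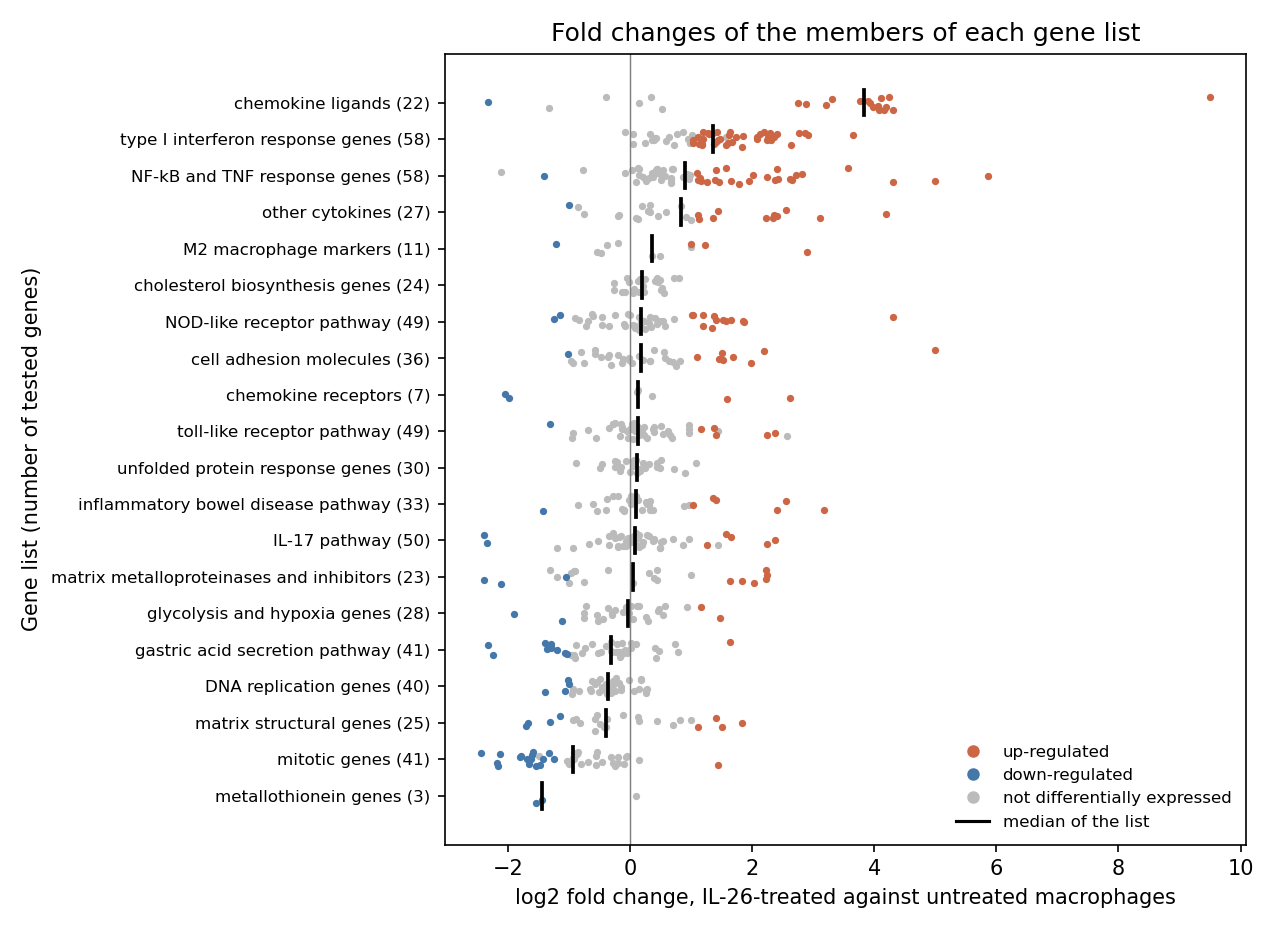
Log2 fold changes of the tested genes of each list, IL-26-treated against untreated macrophages. Each point is a gene, colored by whether it was up-regulated, down-regulated or not differentially expressed, black bars mark the list's median, and lists are ordered by it, from 3.83 for chemokine ligands to -1.44 for metallothionein genes.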

### Interleukin-26 Promotes Cytokine and Chemokine Secretion and the Expression of Adhesion Molecules in THP-1 Macrophages

To validate the results of RNA-seq analysis, the expression of 15 immune- or inflammation-related genes was evaluated using qRT-PCR and ELISA or western blots. 

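The heatmap of Figure 5A covers 15 genes, of which 14 passed the FPKM filter and were tested. Of these, 13 were up-regulated, with log2 fold changes from 1.35 to 4.31 and 13 were also up-regulated when adjusted over the list alone. The study measured these genes further after the RNA-seq, so the second count is not independent evidence. In all 13 the groups did not overlap. TNF (ENSG00000232810, chromosome 6, 31575567 to 31578336) rose from 3.36 ± 0.185 to 18.0 ± 1.41 FPKM (log2 fold change 2.41, standard error 0.10, adjusted p = 0.000686). IL1B (ENSG00000125538, chromosome 2, 112829751 to 112836903) rose from 253 ± 103 to 648 ± 126 FPKM (log2 fold change 1.35, standard error 0.30, adjusted p = 0.0213), and it passed the adjusted p-value in 2 of the 6 fits that each left out one library. CXCL8 (ENSG00000169429, chromosome 4, 73740506 to 73743716), which encodes IL-8, rose from 14.1 ± 9.13 to 246 ± 39.1 FPKM (log2 fold change 4.12, standard error 0.49, adjusted p = 0.00302). CCL2 (ENSG00000108691, chromosome 17, 34255218 to 34257203) rose from 0.777 ± 0.0896 to 15.0 ± 1.46 FPKM (log2 fold change 4.24, standard error 0.14, adjusted p = 0.000346), and CCL8 (ENSG00000108700, chromosome 17, 34319036 to 34321402) rose from 0.333 ± 0.121 to 6.77 ± 0.991 FPKM (log2 fold change 4.31, standard error 0.31, adjusted p = 0.000942). CCL3 rose from 14.3 ± 5.84 to 107 ± 10.8 FPKM, CCL4 from 0.573 ± 0.325 to 10.4 ± 0.576 FPKM and CCL20 from 6.29 ± 3.49 to 94.4 ± 17.3 FPKM, with log2 fold changes of 2.89, 4.16 and 3.90. CXCL1 rose from 0.70 ± 0.243 to 9.80 ± 0.797 FPKM, CXCL2 from 0.180 ± 0.0794 to 3.55 ± 0.182 FPKM and CXCL3 from 0.447 ± 0.290 to 3.08 ± 0.766 FPKM, with log2 fold changes of 3.77, 4.195 and 2.75. These 3 genes are paralogs of similar sequence, as are CCL4 and CCL4L2, and how shared reads were divided is unknown. CXCL10 rose from 0.757 ± 0.454 to 12.9 ± 2.65 FPKM (log2 fold change 4.08). CXCL11 rose from 0.137 ± 0.195 to 2.11 ± 0.461 FPKM (log2 fold change 3.92, standard error 1.15, adjusted p = 0.0471). It passed the adjusted p-value in 2 of the 6 fits that each left out one library, with adjusted p from 0.00729 to 0.121. With the replicate number as a block, CXCL11 did not pass (log2 fold change 4.655, adjusted p = 0.0553). Without untreated replicate 1 the log2 fold change was 6.35 for CXCL11, 4.78 for CXCL8 and 3.38 for CXCL3.

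TGFB1 (ENSG00000105329, chromosome 19, 41301587 to 41353911) changed from 213 ± 14.1 to 268 ± 26.1 FPKM (log2 fold change 0.33, standard error 0.09, adjusted p = 0.0459), under the fold change criterion, and its adjusted p-value lay above the threshold in each of the 6 fits that left out one library. IL10 was not tested. Its counts were 0, 4 and 22 in untreated and 2, 6 and 8 in IL-26-treated libraries, so a change of IL10 was not detectable at this depth.

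**Figure D2:**
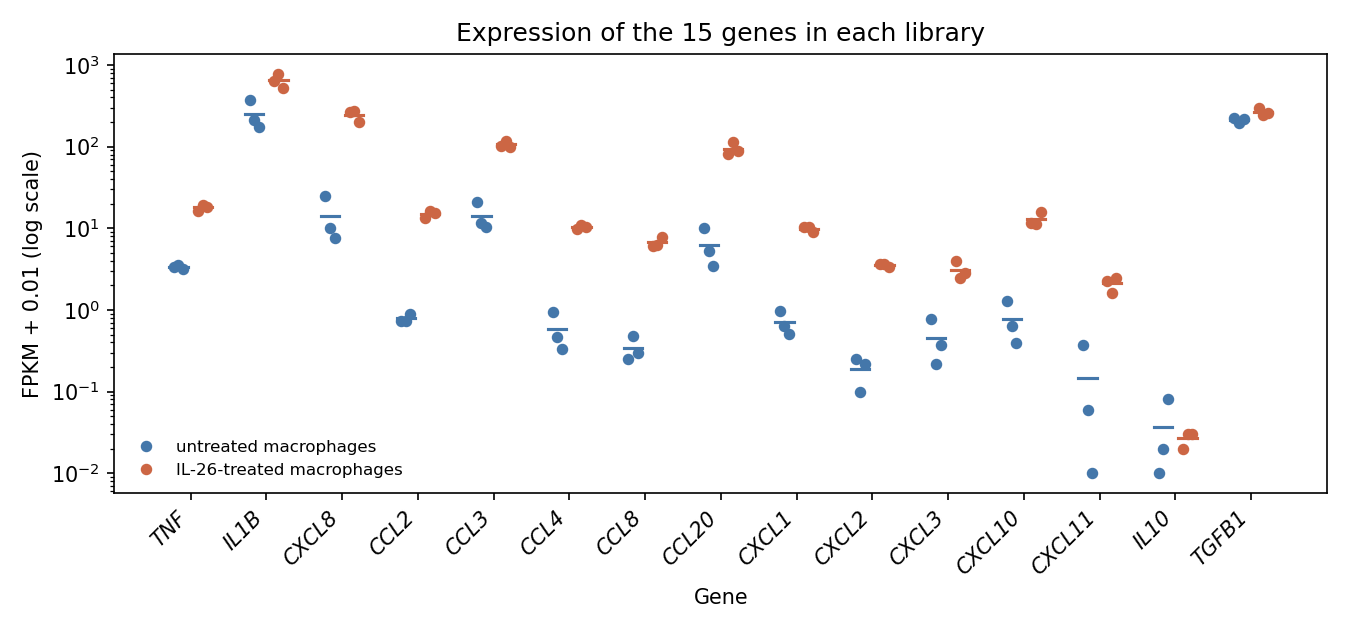
FPKM of the 15 genes in each library, on a log axis after a small offset. Points are libraries and lines are group means (n = 3), and in the 13 up-regulated genes all IL-26-treated libraries lie above all untreated ones.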

Consistent with the results for these genes in RNA-seq analysis (Figure 5A), the mRNA levels of proinflammatory cytokines TNF-α, IL-1β, and IL-8 as well as chemokines CCL2, CCL3, CCL4, CCL8, CCL20, CXCL1, CXCL2, CXCL3, CXCL10, and CXCL11 were significantly elevated in macrophages in response to IL-26. In contrast, IL-10 and TGFB1 mRNA levels were unaffected by IL-26 (Figure 5B). Similarly, we observed increased protein secretion of TNF-α, IL-1β, IL-8, CCL2, CCL3, CCL4, CCL8, CCL20, CXCL1, CXCL2, CXCL3, CXCL10, and CXCL11 in conditioned media from macrophages treated with IL-26 (Figure 5C). In addition, IL-26 treatment also resulted in an elevation in the mRNA and protein levels of ICAM-1 and VCAM-1 in THP-1 macrophages (Figure 5D).

**FIGURE 5:**
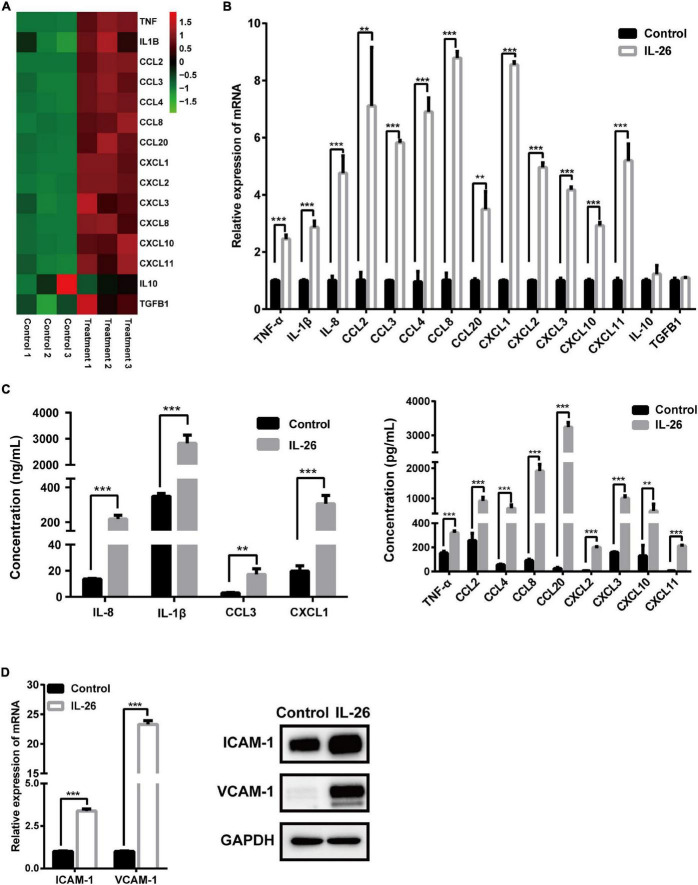
Effect of IL-26 exposure on mRNA and protein levels of cytokines, chemokines and adhesion molecules in THP-1 macrophages. **(A)** Heatmap of 15 immune- or inflammation-related genes. **(B)** mRNA levels of several cytokines and chemokines in THP-1 macrophages treated with IL-26. **(C)** Protein levels of several cytokines and chemokines in the supernatants from THP-1 macrophages exposed to IL-26. **(D)** mRNA and protein levels of ICAM-1 and VCAM-1 in THP-1 macrophages exposed to IL-26. Gene expression results were changed to Data are expressed as mean ± SD and are representative of three independent biological replicates. Images are representative of two independent biological replicates. **P < 0.01, ***P < 0.001.

### Effect of Interleukin-26 Exposure on Matrix Metalloproteinase Expression in THP-1 Macrophages

In the present study, GO enrichment analysis showed that up-regulated genes were significantly enriched in extracellular matrix organization (Figure 4D). Thus, we examined how IL-26 affects MMP expression in THP-1 macrophages. 

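The prepared lists of matrix metalloproteinases and of matrix structural genes cover the extracellular matrix. Of 23 matrix metalloproteinases and inhibitors tested, 6 were up-regulated (Fisher's exact test, one-sided, adjusted p = 0.000602) and 3 were down-regulated (adjusted p = 0.187), or 6 and 4 when adjusted over the list alone. Of 25 matrix structural genes, 4 were up-regulated (adjusted p = 0.0316) and 4 were down-regulated (adjusted p = 0.0708), with 4 and 4 also when adjusted over the list alone. The up-regulated structural genes numbered 3 to 6 and passed the threshold in 4 of the 6 fits that each left out one library. The down-regulated metalloproteinases and inhibitors numbered 2 to 5 in these fits and passed in 1. Without a filter on FPKM, 5 structural genes were up-regulated and their list did not pass. MMP9 (ENSG00000100985, chromosome 20, 46008908 to 46016561) rose from 214 ± 60.6 to 1014 ± 56.8 FPKM (log2 fold change 2.24, standard error 0.21, adjusted p = 0.00160). MMP8 (ENSG00000118113, chromosome 11, 102711795 to 102727050) rose from 1.30 ± 0.537 to 5.36 ± 0.382 FPKM (log2 fold change 2.03, standard error 0.30, adjusted p = 0.00535). MMP1 (ENSG00000196611, chromosome 11, 102789920 to 102798160) fell from 77.9 ± 19.9 to 15.0 ± 0.426 FPKM (log2 fold change -2.38, standard error 0.18, adjusted p = 0.000968). MMP2 (ENSG00000087245, chromosome 16, 55389700 to 55506691) fell from 14.6 ± 3.78 to 7.57 ± 1.000 FPKM (log2 fold change -0.96, standard error 0.21, adjusted p = 0.0185), under the fold change criterion, and it passed the adjusted p-value in 2 of the 6 fits that each left out one library. ADAMTS1, MMP19 and TIMP3 had log2 fold changes of 2.22, 1.65 and 1.84. Among structural genes, COL6A1 rose from 98.4 ± 13.3 to 353 ± 36.6 FPKM and COL6A2 from 38.4 ± 4.55 to 102 ± 8.92 FPKM, while SPP1 fell from 4427 ± 1008 to 1801 ± 117 FPKM, COL9A2 from 50.8 ± 9.69 to 15.6 ± 1.99 FPKM and TGFBI from 49.5 ± 9.94 to 22.6 ± 3.59 FPKM.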

Results of qRT-PCR showed that IL-26 enhanced MMP-8 and MMP-9 levels and downregulated MMP-1 levels in THP-1 macrophages, whereas MMP-2 expression was unaffected (Figure 6A). Western blot analyses further confirmed that IL-26 upregulated MMP-8 and MMP-9 protein levels and reduced MMP-1 expression (Figure 6B).

**FIGURE 6:**
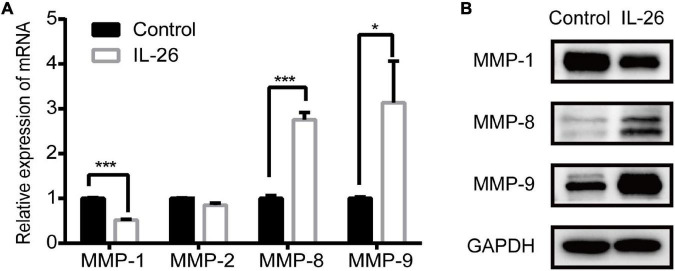
Effect of IL-26 on matrix metalloproteinases (MMPs) expression in THP-1 macrophages. **(A)** mRNA levels of MMP-1, MMP-2, MMP-8 and MMP-9 in THP-1 macrophages treated with IL-26. Results are expressed as mean ± SD and are representative of three independent biological replicates. **(B)** Protein expression of MMP-1, MMP-8 and MMP-9 in THP-1 macrophages treated with IL-26. Images are representative of two independent biological replicates. *P < 0.05, ***P < 0.001.

## Discussion

In the present study, we observed that compared with HC, IBD patients showed elevated IL-26 levels in the inflamed intestinal mucosa, and reduced IL-26 levels in the peripheral blood. We provide the first evidence showing that IL-26 mRNA levels in PBMCs are associated with disease activity in IBD and disease behavior in CD. These results highlight the potential utility of circulating IL-26-producing cells in monitoring disease activity and risk stratification. Furthermore, to our knowledge, our study provides the first comprehensive analysis of transcriptomic changes in IL-26-exposed macrophages.

Surprisingly, we observed reductions in serum IL-26 levels in cases of IBD, irrespective of disease activity (Figures 2, 3), in contrast to findings from a previous German study reporting elevations in serum IL-26 levels in CD (11). This discrepancy may be the result of differences in genetic backgrounds and detection methods. Serum IL-22 levels have been found to be influenced by *IL23R* genotypes in CD (30). Both IL-22 and IL-26 belong to the IL-10 family and the *IL26* gene is located between the *IFNG* and *IL22* genes (31). Thus, we speculated that a similar phenomenon may be observed for IL-26. Moreover, we used ELISA for measuring serum IL-26 concentrations, while immunoluminometric assays were utilized in the previous study (11). Thus, serum IL-26 levels in IBD patients with different ethnic backgrounds need to be measured using the same method to elucidate this difference. Furthermore, serum IL-26 levels were found to be positively correlated with serum IL-6 and IL-8 levels in CD patients and with serum IL-6 levels in UC patients in our study (Table 1). This was consistent with a study that found a positive correlation between IL-26 and IL-8 levels in cell-free bronchoalveolar lavage (BAL) fluid from patients with asthma, although these patients showed lower IL-26 concentrations in BAL fluid than did controls (32).

The link between blood and gut IL-26 remains unclear. Our study showed that IL-26 mRNA and protein levels are higher in the inflamed intestinal mucosa of IBD patients than in paired uninflamed intestinal mucosa and HC (Figure 1), confirming and extending the findings of previous studies (5, 11). However, IL-26 expression levels in serum and PBMCs were lower in IBD patients than in HC (Figure 2). Interestingly, IL-26 mRNA levels in PBMCs appeared to be negatively correlated with disease activity in IBD (Figure 3). Thus, we speculate that in IBD, the migration of IL-26-producing PBMCs into the inflamed intestine may result in reduced expression of IL-26 mRNA in PBMCs and elevated expression of IL-26 in the inflamed intestinal mucosa. Another possible explanation is that gut and blood IL-26 may play distinct roles in the etiology of IBD. IL-26 not only acts as a cytokine but also mediates the antimicrobial response against extracellular and intracellular bacteria (31, 33). When bacterial DNA (bactDNA) translocates into the blood, serum IL-26 levels rise in CD patients in remission, and this upregulation is compromised in patients with the variant IL-26 (varIL26) genotype. In the presence of bactDNA and infliximab, PBMCs from varIL26-genotype CD patients show lower bacteria-killing ability, and higher pro-inflammatory cytokine secretion and anti-TNF-α antibody consumption than do those with the wild-type IL-26 genotype. Moreover, this phenomenon can be partially reversed by IL-26 supplementation (34). Therefore, blood IL-26 may be protective, helping in the clearance of bactDNA from the circulation, preventing a sustained inflammatory environment, and further reducing anti-TNF-α consumption, which suggest that circulating IL-26 levels may be associated with early biologic therapy and their therapeutic response. However, IL-26 can promote the secretion of IL-6 and IL-8 from human SEMFs and the expression of TNF-α and IL-8 in human intestinal epithelial cells (5, 11), indicating that it has a pro-inflammatory role in local intestinal inflammation. Together, the migration of IL-26-expressing PBMCs into the intestinal mucosa or the different biological function of blood and gut IL-26 in IBD may explain this phenomenon, although further exploration via experimental studies is warranted.

Apart from the aforementioned cell migration, host-microbe interactions may also contribute to elevated IL-26 levels in inflamed intestinal mucosa of IBD patients. Previous studies have shown that administration of the gut microbiota from IBD patients can promote the accumulation of Th17 cells and inflammatory macrophages, the cellular sources of IL-26, in the mouse gut (35, 36). Additionally, the IL-19 production in macrophages and IL-22 production in intestinal Th17 cells can be enhanced by the bacterial products LPS and butyrate, respectively (37, 38). Thus, we speculate that in the intestinal mucosa of IBD, IL-26 expression may be induced by the microbiota and microbial products. Previous findings showing that IL-26 levels are obviously elevated in BAL fluid from HC after intra-bronchial exposure to endotoxin are compatible with our hypothesis (17), since the respiratory and gastrointestinal tracts are both continuously exposed to external antigens, sharing similar structures.

Inflammatory macrophages in the intestinal mucosa can recruit and activate other immune cells by secreting several inflammatory mediators, thereby exacerbating the dysregulated intestinal immune response. In the present study, we identified global transcriptional alterations in IL-26-treated macrophages (Figure 4), extending previous findings (24). Both GSEA and GO enrichment analysis of up-regulated genes showed that neutrophil, monocyte, and lymphocyte chemotaxis was significantly enriched. KEGG enrichment analysis revealed that the up-regulated genes were significantly enriched in inflammation-related pathways, including TNF signaling pathway, cytokine-cytokine receptor interaction, NF-κB signaling pathway, chemokine signaling pathway, NOD-like and toll-like receptor signaling pathways, and inflammatory bowel disease (IBD). These findings suggest that IL-26 can activate macrophages and thereby trigger subsequent inflammatory and immune responses, pointing to a potential mechanism of IL-26 involvement in IBD pathology.

Increasing evidence suggests that excessive IL-26-induced neutrophil infiltration into the area of inflammation is detrimental to mice with psoriasis-like skin lesion and sepsis (14, 16). We found that IL-26 promotes the release of the neutrophil chemoattractants TNF-α, IL-1β, IL-8, CXCL1, CXCL2, CXCL3, and CCL3 from THP-1 macrophages. These cytokines may promote neutrophil infiltration into intestinal tissue and thereby aggravate intestinal inflammation. Moreover, we found that IL-26 also enhances the release of CXCL11 and CCL20 from macrophages. Conversely, IL-1β can promote the secretion of IL-26 from Th17 cells (39). CXCL11 promotes Th17 cell development, and CCL20 facilitates the migration of Th17 cells to inflammatory sites (40, 41). This cytokine induction loop between macrophages and Th17 cells may drive the ongoing inflammation. Additionally, in this study, IL-26 was observed to enhance the release of CCL2, CCL8, and CXCL10 and the expression of the adhesion molecules ICAM-1 and VCAM-1 in macrophages. CCL2, CCL8, and CXCL10 have been described to recruit inflammatory monocytes and macrophages or Th1 cells to promote colitis, respectively (42–45). ICAM-1 is considered a marker of macrophage activation (46). Increased VCAM-1 expression in macrophages during chronic inflammation is suggested to mediate antigen presentation to infiltrating lymphocytes (47). These results highlight the possibility that IL-26 may act as an upstream signal that promotes macrophage activation and subsequently recruits neutrophils, monocytes, macrophages, and T cells to the intestinal tissue, thus contributing to intestinal inflammation. In contrast, it has been reported that IL-26 could protect mice against acute DSS-induced colitis, which is accompanied by reduced expression of TNF, CXCL9, and CXCL10, although its precise role in chronic colitis remains unclear (12). Taken together, IL-26 seems to play multifaced roles in the different phase of colitis, and its contribution to IBD should be studied further.

The findings of this study suggest that IL-26 may participate in ECM remodeling in IBD by regulating MMP expression in macrophages. GO enrichment analysis of up-regulated genes revealed enrichment in extracellular matrix organization. Moreover, GSEA showed that a similar biological process was also found to be enriched in IL-26-treated macrophages (Figures 4D,F). We further found that IL-26 can promote the mRNA and protein expression of MMP-8 and MMP-9 while inhibiting the expression of MMP-1 (Figure 6). The overexpression of MMP-1, MMP-8, and MMP-9 is observed in the intestinal mucosa of IBD patients (48). MMP-9 has been implicated in the breakdown of intestinal epithelial barriers, and infiltrating macrophages are its primary producers in IBD (49, 50). MMP-9 in inflammatory macrophages promotes macrophage migration across the ECM during the inflammatory response (51). Additionally, MMP-8 in macrophages also allows the migration of macrophages across type I collagen (52, 53). Thus, the upregulation of MMP-8 and MMP-9 in macrophages may lead to increased macrophage infiltration in the inflamed intestinal tissue.

There are some questions that remain unanswered and warrant investigation in the future. We showed that IBD patients exhibit increased IL-26 expression in the inflamed intestinal mucosa, but reduced IL-26 levels in serum and PBMCs compared with HC. The possible mechanisms underlying this phenomenon, such as the migration of circulating IL-26 expressing cells or distinct roles of IL-26 in the intestine and peripheral blood, need to be explored further. Interestingly, we found that IL-26 mRNA levels in PBMCs were associated with disease activity in IBD and linked to complicated CD. However, we could not compare the IL-26 levels in serum and PBMCs among UC patients with different disease locations due to the limited sample size. Thus, more UC patients are required to perform this comparison. Additionally, the IL-26 protein expression in different subpopulation of PBMCs was not investigated using flow cytometry. It is worthwhile to further investigate which unique subset of circulating IL-26-producing cells is associated with these clinical features. Importantly, longitudinal studies are required to explore the possible value of circulating IL-26-expressing cells and IL-26 levels in clinical applications such as prognostication and personalized treatment. Lastly, although we explored the immunoregulatory effects of IL-26 on macrophages *in vitro*, further research is warranted to delineate the role of IL-26 in different phase of colitis *in vivo* using human IL-26 transgenic mice.

Some previous studies have demonstrated interactions among IL-10 cytokine family members. IL-10, IL-19, IL-20, IL-22, and IL-24 have also been implicated in the etiology of IBD (54–56). IL-26 was reported to enhance the mRNA expression of IL-19, IL-20, and IL-24 in monocytes and increase IL-22 production in memory T cells (6). IL-26 has also been described to promote and inhibit IL-10 secretion in mouse macrophages and human CD4^+^ T cells cocultured with autologous monocytes, respectively (7, 23). Moreover, IL-10 was found to attenuate IL-26-induced IL-6 secretion in monocytes (6). Additionally, IL-19 and IL-22 were reported to produce synergistic effects on human colonic SEMFs, despite not sharing the same receptor chain (55). Thus, further studies are required to elucidate the potential interactions between IL-26 and other IL-10 family members under conditions of chronic intestinal inflammation, contributing to a better understanding of the complex cytokine network involved in IBD.

## Conclusion

To conclude, we observed that IL-26 levels were elevated in the inflamed intestinal mucosa, but reduced in serum and PBMCs of IBD patients as compared with HC. Importantly, to our knowledge, we showed for the first time that IL-26 mRNA levels in PBMCs are negatively correlated with disease activity in both UC and CD and are downregulated in patients with complicated CD, but no such association can be observed for serum IL-26 levels. Additionally, the transcriptomic changes in IL-26-exposed macrophages highlight that IL-26 may participate in the progression of IBD via the activation of macrophages. The findings in the present study suggest that IL-26 levels in PBMCs may serve as a marker of disease activity, and IL-26 may be a novel therapeutic target for IBD.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO, GSE192493.

## Ethics Statement

The studies involving human participants were reviewed and approved by the Medical Ethics Committee of Renji Hospital, School of Medicine, Shanghai Jiao Tong University. The patients/participants provided their written informed consent to participate in this study.

## Author Contributions

DS performed the experiments, conducted the data analysis, and wrote the manuscript. LL collected the data. JL and JT provided the clinical specimen. ZR contributed to study design and critical revision of the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Interleukin-26 Expression in Inflammatory Bowel Disease and Its Immunoregulatory Effects on Macrophages
**Source:** Front Med (Lausanne). 2022 Apr 6;9:797135. doi: 10.3389/fmed.2022.797135
**Supplement:** Supplementary file 1

Supplementary Table 1. Demographic and clinical characteristics of the study population at intestinal biopsy.

|  | **Control (n = 45)** | **UC (n = 37)** | **CD (n = 26)** |
| --- | --- | --- | --- |
| Male, n (%) | 29 (64.44%) | 20 (54.05%) | 17 (65.38%) |
| Age, y, median (IQR) | 37 (31-41) | 35 (31-50.5) | 31.5 (26.75-36) |
| **Disease location, n (%)** |  |  |  |
| L1 ± L4 | / |  | 8 (30.77%) |
| L2 ± L4 | / |  | 1 (3.85%) |
| L3 ± L4 | / |  | 17 (65.38%) |
| E1 (Proctitis) | / | 7 (18.92%) |  |
| E2 (Left-sided colitis) | / | 24 (64.86%) |  |
| E3 (Pancolitis) | / | 6 (16.22%) |  |
| **Disease behavior, n (%)** |  |  |  |
| B1 (Non‐stricturing,  non‐penetrating) | / |  | 13 (50%) |
| B2 (Stricturing) | / |  | 13 (50%) |
| B3 (Penetrating) | / |  | 0 |
| **Histological activity**  (normal/quiescent/active) | / | 1/4/26^*^ | 0/8/18 |
| **Endoscopic activity**  (remission/active) | / | 2/35 | 4/22 |

y, years; IQR, interquartile range.

^*^Pathological reports were not available for six UC patients.

Supplementary Table 2. Demographic and clinical characteristics of the study population included in IHC analysis.

|  | **Control (n = 23)** | **UC (n = 22)** | **CD (n = 28)** |
| --- | --- | --- | --- |
| Male, n (%) | 16 (69.57%) | 8 (36.36%) | 17 (60.71%) |
| Age, y, median (IQR) | 38 (32-45) | 37.5 (29-55) | 31.5 (29-39.75) |
| **Disease location, n (%)** |  |  |  |
| L1 ± L4 | / |  | 9 (32.14%) |
| L2 ± L4 | / |  | 1 (3.57%) |
| L3 ± L4 | / |  | 17 (60.71%) |
| L4 (isolated upper gastrointestinal disease) |  |  | 1 (3.57%) |
| E1 (Proctitis) | / | 3 (13.64%) |  |
| E2 (Left-sided colitis) | / | 13 (59.09%) |  |
| E3 (Pancolitis) | / | 6 (27.27%) |  |
| **Disease behavior, n (%)** |  |  |  |
| B1 (Non‐stricturing,  non‐penetrating) | / |  | 11 (39.29%) |
| B2 (Stricturing) | / |  | 17 (60.71%) |
| B3 (Penetrating) | / |  | 0 |
| **Histological activity**  (normal/quiescent/active) | / | 0/2/20 | 0/7/21 |
| **Endoscopic activity**  (remission/active) | / | 2/20 | 2/26 |

y, years; IQR, interquartile range.

Supplementary Table 3. Demographic and clinical characteristics of the study population included in blood IL-26 analysis.

|  | **Control (n= 54)** | **UC (n= 18)** | **CD (n= 61)** |
| --- | --- | --- | --- |
| Male, n (%) | 33 (61.1%) | 9 (50%) | 49 (80.3%) |
| Age, y, median (IQR) | 34 (27.75-45.25) | 40 (30.5-55.25) | 28 (23-38) |
| **Disease location, n (%)** |  |  |  |
| L1 ± L4 | / | / | 21 (34.43%) |
| L2 ± L4 | / | / | 3 (4.92%) |
| L3 ± L4 | / | / | 37 (60.65%) |
| E1 (Proctitis) | / | 1 (5.55%) | / |
| E2 (Left-sided colitis) | / | 3 (16.67%) | / |
| E3 (Pancolitis) | / | 14 (77.78%) | / |
| **Disease behavior, n (%)** |  |  |  |
| B1 (Non-stricturing, non-penetrating) | / | / | 37 (60.65%) |
| B2 (Stricturing)^*^ | / | / | 23 (37.7%) |
| B3 (Penetrating) | / | / | 2 (3.28%) |
| **Disease activity, n** |  |  |  |
| remission/mild/moderate/severe | / | 0/6/4/8 | 9/37/15/0 |
| **Laboratory tests, median (IQR)** |  |  |  |
| WBC count, 10^9^/L | 5.49 (4.34-6.33) | 6.99 (5.74-8.79) | 6.05 (4.88-7.33) |
| Hb, g/L | 146.5 (133-153.25) | 120 (98.75-137.5) | 137 (121.5-144) |
| CRP, mg/L | / | 10.45 (0.5-37.94) | 2.59 (0.5-11.84) |
| ESR, mm/h | / | 37 (6.75-55.25) | 10 (6-23) |
| PA, mg/L | 272.95 (250.43-303.25) | 183.15 (127.85-245.93) | 225.2 (187.15-273) |
| **Treatment, n** |  |  |  |
| Aminosalicylates | / | 14 | 10 |
| Steroids | / | 4 | 3 |
| IMM | / | 2 | 10 |
| Biologics | / | 4 | 28 |
| None | / | 0 | 9 |
| Others | / | 1 | 9 |

y, years; IQR, interquartile range; WBC, white blood cells; Hb, hemoglobin; CRP, C-reaction protein; ESR, erythrocyte sedimentation rate; PA, prealbumin. IMM, immunomodulators.

^*^1 CD patients was identified to have both stricturing and penetrating phenotype.

Supplementary Table 4. Primers used for quantitative real time PCR.

| **Target gene** | **Forward primer sequences** | **Reverse primer sequences** |
| --- | --- | --- |
| IL-26 | GCTGTTAGTCACTCTGTCTCTTG | GGACAATGTTCCCCTTGGGTA |
| TNF-α | CTCTTCTGCCTGCTGCACTTTG | ATGGGCTACAGGCTTGTCACTC |
| IL-1β | ATGATGGCTTATTACAGTGGCAA | GTCGGAGATTCGTAGCTGGA |
| IL-8 | GAGAGTGATTGAGAGTGGACCAC | CACAACCCTCTGCACCCAGTTT |
| IL-10 | TCTCCGAGATGCCTTCAGCAGA | TCAGACAAGGCTTGGCAACCCA |
| TGFB1 | TACCTGAACCCGTGTTGCTCTC | GTTGCTGAGGTATCGCCAGGAA |
| CCL2 | CAGCCAGATGCAATCAATGCC | TGGAATCCTGAACCCACTTCT |
| CCL3 | AGTTCTCTGCATCACTTGCTG | CGGCTTCGCTTGGTTAGGAA |
| CCL4 | CTCCCAGCCAGCTGTGGTATTC | CCAGGATTCACTGGGATCAGCA |
| CCL8 | TATCCAGAGGCTGGAGAGCTAC | TGGAATCCCTGACCCATCTCTC |
| CCL20 | TGCTGTACCAAGAGTTTGCTC | CGCACACAGACAACTTTTTCTTT |
| CXCL1 | AGCTTGCCTCAATCCTGCATCC | TCCTTCAGGAACAGCCACCAGT |
| CXCL2 | GGCAGAAAGCTTGTCTCAACCC | CTCCTTCAGGAACAGCCACCAA |
| CXCL3 | CCAAACCGAAGTCATAGCCAC | TGCTCCCCTTGTTCAGTATCT |
| CXCL10 | GGTGAGAAGAGATGTCTGAATCC | GTCCATCCTTGGAAGCACTGCA |
| CXCL11 | GACGCTGTCTTTGCATAGGC | GGATTTAGGCATCGTTGTCCTTT |
| ICAM-1 | GTATGAACTGAGCAATGTGCAAG | GTTCCACCCGTTCTGGAGTC |
| VCAM-1 | GGGAAGATGGTCGTGATCCTT | TCTGGGGTGGTCTCGATTTTA |
| MMP-1 | GGGGCTTTGATGTACCCTAGC | TGTCACACGCTTTTGGGGTTT |
| MMP-2 | CCCACTGCGGTTTTCTCGAAT | CAAAGGGGTATCCATCGCCAT |
| MMP-8 | CAACCTACTGGACCAAGCACAC | TGTAGCTGAGGATGCCTTCTCC |
| MMP-9 | AGACCTGGGCAGATTCCAAAC | CGGCAAGTCTTCCGAGTAGT |
| ACTB | AGAGCCTCGCCTTTGCCGATCC | CTGGGCCTCGTCGCCCACATA |
| GAPDH | GTCTCCTCTGACTTCAACAGCG | ACCACCCTGTTGCTGTAGCCAA |

Supplementary Figure 1. IL-26 expression levels in serum and PBMCs in CD patients according to disease location and behavior.

(A and B) IL-26 levels in serum (A) and PBMCs (B) in CD patients with terminal ileum involvement (L1±L4) and colonic involvement (L2/L3±L4). (C and D) IL-26 levels in serum (C) and PBMCs (D) in CD patients with and without upper gastrointestinal involvement. (E and F) IL-26 levels in serum (E) and PBMCs (F) in complicated CD. ^**^*P* < 0.01.

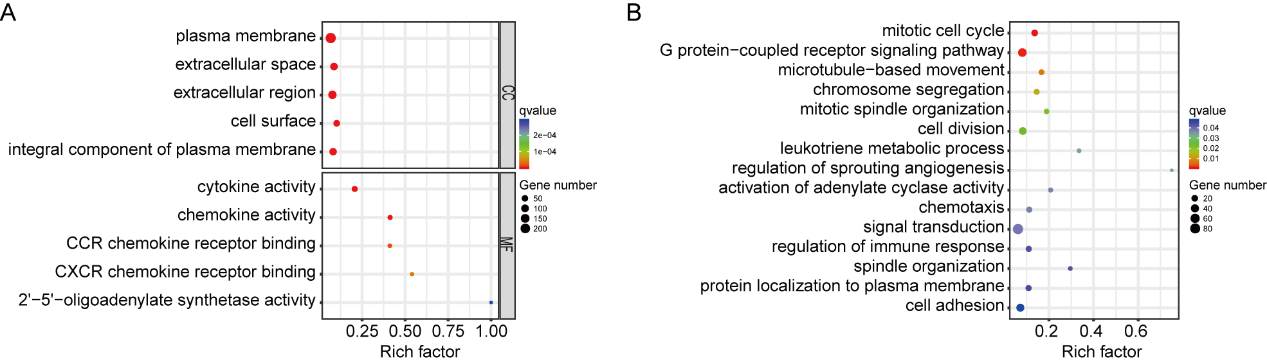

Supplementary Figure 2. Functional enrichment analysis of differentially expressed protein-coding genes.

(A) Top 5 GO enrichment terms for up-regulated genes, categorized by molecular function (MF), and cellular component (CC), ranked by q-value. (B) GO enrichment analysis (biological process) of down-regulated genes.

How the deposited data were processed for this re-analysis (not part of the article)

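Gene expression was measured by RNA-seq in THP-1 macrophages, a human monocytic leukemia cell line treated with PMA, that were left untreated (3 libraries) or exposed to IL-26 at 0.28 μM for 24 h (3 libraries). Libraries were assigned to groups by the sample labels, with the columns named control taken as untreated macrophages and those named treatment as IL-26-treated macrophages. The deposited table holds 60612 Ensembl gene identifiers, each with a count and an FPKM value per library. The FPKM values are the authors' and are rounded in the table. The counts are whole numbers without normalization, and for each gene the ratio of count to FPKM, relative to the total count, differed between libraries by a median of 0.4%. Of the identifiers, 58394 were found in GENCODE 29, and 0.087% of counts fell on identifiers outside it. The paper's methods state FPKM, the restriction to protein-coding genes and the criteria for differential expression, and its text names no aligner, counting program, annotation, genome build or test.

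Total counts per library ranged from 74693532 to 76690545 (median 75839287) in untreated and from 74312703 to 77029434 (median 75365560) in IL-26-treated macrophages. Low counts piled up at multiples of 4, and a floor of 12 counts, or 3 fragments of 4 counts, was used. Where all libraries of one group lay at or under the floor, the fold change was computed against the floor as a lower bound, and no fold change was given where both groups did.

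The tests, the gene lists, the rule for the genes named and the other settings to be tried were set before the data were examined. That plan assumed that the table held FPKM alone, with limma on log2(FPKM + 0.1) as the test. Since the table also holds counts, the test was changed to the quasi-likelihood test of edgeR 4.0.16 (limma 3.58.1, R 4.3.3) on the counts, and the planned limma test was kept as an alternative. Genes were kept if protein-coding in GENCODE 29 with a mean of at least 0.5 FPKM over the 6 libraries, which left 11045 genes. TMM factors ranged from 0.986 to 1.027, the common biological coefficient of variation was 0.215 and the median prior degrees of freedom were 2.4. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change of at least 2. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. In data simulated from the fitted means and dispersions with 200 changed genes among 11045, the edgeR test recovered 188 genes and called 3 unchanged genes. DESeq2 recovered 194 and called 18 unchanged genes, and limma recovered 186 and called 5. All simulated changes were larger than the fold change criterion, and fewer genes were changed than were called in the data. Recovery of changes near the criterion was not tested, so these numbers need not hold for the deposited data.

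Principal components were computed on log2(FPKM + 0.1) of the tested genes, and group differences on a component were tested by exact permutation over the 20 assignments of the libraries. The 20 gene lists cover chemokine ligands, chemokine receptors, other cytokines, NF-κB and TNF response, type I interferon response, the toll-like receptor, NOD-like receptor, IL-17, inflammatory bowel disease and gastric acid secretion pathways, cell adhesion molecules, matrix metalloproteinases and inhibitors, matrix structural genes, mitotic and DNA replication genes, cholesterol biosynthesis, M2 macrophage markers, glycolysis and hypoxia, the unfolded protein response and metallothioneins. They are not the GO, KEGG or GSEA sets of the paper, which were not analysed here. Members among called genes were tested by Fisher's exact test, one-sided, against all tested genes, and the shift of a list by camera with an inter-gene correlation of 0.01, each adjusted over the lists. The genes named are those the paper measures in THP-1 macrophages, its qRT-PCR controls, the IL-10 family genes and receptors it names, the 5 largest rises and 5 largest falls among called genes without overlap between groups, and up to 5 called members of each list with the highest mean FPKM.

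These other settings were limma with pseudocounts of 0.1, 1 and 0.01, on the TPM scale, after quantile normalization and without trend, no filter on FPKM (16593 genes), a minimum of 1 FPKM (9852 genes), median-ratio scaling, the replicate number as a block, all genes instead of protein-coding ones (13599 genes), the adjusted p-value alone, a fold change of 1.5, each library left out in turn, other forms of the principal component analysis, and fry and camera with an estimated correlation. DESeq2 1.42.0 with and without the filter, library size alone, counts divided by 4, the newer quasi-likelihood method of edgeR and principal components with libraries as variables on the log2 scale were added after seeing the data. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The qRT-PCR, ELISA and western blot measurements and the patient samples were not analysed here.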

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

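The paper restricts its analysis to protein-coding genes, and the deposited table also lists genes of other types. With all genes of at least 0.5 FPKM in the fit, 210 of 2554 genes that are not protein-coding in GENCODE 29 were differentially expressed, 149 up-regulated and 61 down-regulated. They are 128 long non-coding genes (88 up-regulated, 40 down-regulated), 47 pseudogenes, 11 identifiers outside GENCODE 29 and 24 of other types. The share called, 8.2% over all of these types together, was close to the 7.8% of protein-coding genes in the same fit. By type it was 11.2% of long non-coding genes, 4.8% of pseudogenes, 12.4% of identifiers outside GENCODE 29 and 6.9% of other types. None of the other 9 divisions of the 6 libraries into 3 and 3 gave such a gene, so 1 of the 10 divisions, the real one, gave as many, the smallest share that 3 libraries against 3 allow. Those 9 divisions mixed the groups, which adds the difference between the groups to the spread within each set and leaves few calls possible.

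The tests of technical explanations were set out before their results were seen. Reads from overlapping protein-coding genes could explain only a part, since 9.0% of the 199 of these genes placed in GENCODE 29 overlap a protein-coding gene called in the same direction, although an overlap with any called protein-coding gene was more frequent among them (9.5%) than among genes not called (2.1%). Transcription running on from a neighbour could likewise explain a minority, since 15.6% of the 128 long non-coding genes have a protein-coding gene called in the same direction within 5000 bases. A difference in depth between the groups is argued against by total counts that overlap between the groups, while 71% of these genes were higher in IL-26-treated macrophages. The share of counts on genes that are not protein-coding was 3.09% to 3.32% in untreated and 3.23% to 3.51% in IL-26-treated libraries. For the 47 pseudogenes, reads shared with parent genes were not tested and stay open. A response of these genes to IL-26 is a hypothesis that stays open with it, found and tested on the same libraries.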

How the results depend on the processing

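Between untreated and IL-26-treated macrophages 860 genes were differentially expressed, against 0 or 1 in the other 9 divisions of the 6 libraries into 3 and 3. Those 9 divisions mixed the groups, which adds the difference between the groups to the spread within each set. Their counts are therefore not the counts expected without an effect of IL-26. The real division alone, 1 of 10, gave as many, and no smaller share is possible with this design. For Fisher's exact test on the lists it was also 1 of 10, with 13 list results past the threshold against 0. Since the other divisions called 0 or 1 genes, their lists had almost no called members to test. The comparison of list results therefore follows from the gene counts and is not separate evidence. For camera, 3 of the 10 divisions, the real one included, gave at least the 10 shifted lists of the real one, and the 9 other than the real one gave 2 to 11. Part of the IL-26 difference enters each of those 9, since their sets hold unequal numbers of IL-26-treated libraries. The number of lists shifted in camera therefore does not by itself set IL-26 apart from other differences between these libraries. Nor do the 9 divisions measure such other differences alone.

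The numbers of up-regulated and down-regulated genes, 437 and 423, stayed within 1.5 times under 14 of the 18 alternatives that kept all 6 libraries. They were 254 and 158 with limma on log2(FPKM + 1), where 61.7% of calls were up-regulated against 50.8%. They were 1512 and 1576 with the adjusted p-value alone and 849 and 912 at a fold change of 1.5, both by construction, and 811 and 744 with DESeq2 without a filter, chosen after seeing the data. Across the 6 fits that each left out one library, they ranged from 357 to 521 and from 322 to 489, and both maxima came without untreated replicate 1. The median log2 fold change of all tested genes stayed within 0.1 of 0 in each of these fits. The deviations of libraries with the same replicate number correlated weakly, at 0.15, 0.05 and 0.07, and the replicate block gave 440 and 413 genes. On PC2, replicate 1 scored 27.3 in untreated and 13.1 in IL-26-treated macrophages, while replicates 2 and 3 were negative in both groups. On the third component, replicate 2 was negative and replicate 3 positive in both groups, and replicate 1 differed in sign. A pairing of libraries by replicate number is therefore not excluded.

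The share of variance on PC1, 59.8%, became 98.5% with libraries as variables on the linear scale, 49.7% with genes scaled to unit variance and 63.0% with a pseudocount of 1. With libraries as variables on the log2 scale, chosen after seeing the data, it was 95.7%. Across the 6 analyses that each left out one library it ranged from 59.5% to 65.9%, the highest without untreated replicate 1.

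Of 40 list results by Fisher's exact test, 30 kept their side of the threshold under every alternative, leaving out one library included. These cover the up-regulated chemokine ligands, other cytokines, NF-κB and TNF response, type I interferon response, NOD-like receptor pathway, inflammatory bowel disease pathway, cell adhesion molecules and matrix metalloproteinases, and the down-regulated gastric acid secretion genes. The other 10 changed as follows, and the cause was not tested. Up-regulated toll-like receptor genes (5 without passing) passed the threshold as 5 genes with limma on log2(FPKM + 1), 8 on the TPM scale, 6 without a filter, 5 at a minimum of 1 FPKM, 6 with the replicate block, 10 at a fold change of 1.5 and 6 with DESeq2, and numbered from 5 to 7 across the 6 fits that each left out one library, of which 5 passed. Their adjusted p-value ranged from 0.00191 to 0.0797 over the alternatives with all libraries. Up-regulated IL-17 genes (5 without passing) passed as 5 with limma on log2(FPKM + 1), 6 on the TPM scale, 5 at a minimum of 1 FPKM, 6 with the replicate block and 6 with DESeq2, with adjusted p from 0.0125 to 0.274, and numbered from 5 to 7 with one library left out, where 5 of 6 fits passed. The 2 up-regulated chemokine receptors passed with limma on log2(FPKM + 0.1), on log2(FPKM + 1) and without trend, at a minimum of 1 FPKM and with the replicate block, each time as 2 genes, and as 4 genes with DESeq2 without a filter. With one library left out they were 2 in each fit and passed in 5 of 6. Down-regulated matrix structural genes passed as 4 genes with limma on log2(FPKM + 0.1), on log2(FPKM + 1), on the TPM scale and without trend and at a minimum of 1 FPKM, and as 7 at a fold change of 1.5, and numbered from 4 to 5 with one library left out, where 3 of 6 fits passed. The up-regulated ones no longer passed without a filter (5 genes) and with DESeq2 without a filter (7 genes), and numbered from 3 to 6 with one library left out, failing as 3 genes without untreated replicate 2 and without untreated replicate 3. Down-regulated matrix metalloproteinases passed as 8 genes at a fold change of 1.5 and as 6 with DESeq2 without a filter. They numbered from 2 to 5 with one library left out, and passed as 5 without untreated replicate 1. Down-regulated mitotic genes did not pass with limma on log2(FPKM + 1), as 3 genes. Up-regulated M2 macrophage markers did not pass with limma on log2(FPKM + 1) (1 gene), after quantile normalization (2 genes), without a filter (2 genes) and at a minimum of 1 FPKM (1 gene), and numbered from 1 to 3 with one library left out, where 2 of 6 fits passed. Down-regulated M2 markers passed as 7 genes with DESeq2 without a filter. Down-regulated metallothionein genes did not pass with limma on log2(FPKM + 1) (0 genes), without a filter (2 genes), at a minimum of 1 FPKM (1 gene), at a fold change of 1.5 (2 genes) and with DESeq2 without a filter (2 genes), and numbered from 0 to 2 with one library left out, where 2 of 6 fits passed. DESeq2 in these sentences was chosen after seeing the data.

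Of the 20 list shifts by camera, 6 kept their direction and side of the threshold throughout. With the correlation estimated from the data, the shifts of other cytokines (0.84), type I interferon response (1.36), toll-like receptor (0.13), NOD-like receptor (0.18), IL-17 (0.088), mitotic (-0.93) and DNA replication genes (-0.37) no longer passed, with the medians unchanged. With fry, inflammatory bowel disease (0.094), M2 macrophage markers (0.37), glycolysis and hypoxia genes (-0.039) and metallothioneins (-1.44) also passed. The IL-17 shift did not pass with limma on log2(FPKM + 0.1) (0.10), on log2(FPKM + 1) (0.09), on log2(FPKM + 0.01) (0.10), on the TPM scale (0.13), after quantile normalization (0.08) and without trend (0.10) or with the replicate block (0.089), and ranged from 0.077 to 0.123 with one library left out, where 3 of 6 fits passed. Cholesterol biosynthesis genes passed with limma on log2(FPKM + 0.1) (0.26), on log2(FPKM + 1) (0.22), on log2(FPKM + 0.01) (0.27) and on the TPM scale (0.29), without a filter (0.19), with the replicate block (0.25) and with DESeq2 without a filter (0.19), and ranged from -0.005 to 0.343 with one library left out, passing without untreated replicate 2 and without untreated replicate 3. The inflammatory bowel disease pathway passed without a filter (0.25) and, in fits chosen after seeing the data, with DESeq2 without a filter (0.26), library size alone (0.11) and counts divided by 4 (0.094), and ranged from 0.062 to 0.149 with one library left out, passing without untreated replicate 3 (0.135, adjusted p = 0.0372) and without IL-26-treated replicate 2 (0.110, adjusted p = 0.0162). Cell adhesion molecules ranged from 0.11 to 0.34 with one library left out and passed without untreated replicate 1, where the shift was 0.34. The shift of M2 macrophage markers reversed both without a filter (-0.384) and with DESeq2 without a filter (-0.381). That of matrix metalloproteinases, tested as a fall, ranged from -0.015 to 0.092 with one library left out and reversed in the test without untreated replicate 1 (0.092), without passing. The cause of these changes was not tested.

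Of 99 named genes tested, 77 kept their direction and side of the adjusted p-value under every alternative and 22 did not. Their changes were 80 to a weaker, 1 to a stronger and 1 to a reversed result, 71 with one library left out and 11 under other alternatives. The reversed one was IL10RB, which ranged from -0.078 to 0.729 with one library left out, the lowest without IL-26-treated replicate 2, against 0.49 with all libraries and without passing in either. Depth limits the results where a group lies at or under 12 counts, as for CCL1 in untreated macrophages and for IL10 in most libraries of either group.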

Differences from the paper's values

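The paper reports 1303 differentially expressed genes, 667 up-regulated and 636 down-regulated, and the values here were 860, 437 and 423. Among the alternatives set before the data were examined, the total came within 1.5 times the paper's without a filter (1221), at a fold change of 1.5 (1761) and without untreated replicate 1 (1010). With all genes in the fit the total was 1070, but 210 of these are not protein-coding, and the protein-coding ones, which the paper counts, were 860, with 426 up-regulated and 434 down-regulated. The remaining alternatives did not close the gap. DESeq2 (933) and DESeq2 without a filter (1555), chosen after seeing the values, also came within it. For the up-regulated genes the same settings came within 1.5 times (623, 849 and 521, and with DESeq2 474 and 811). So did limma on log2(FPKM + 0.01) (447), limma on the TPM scale (468) and, chosen after seeing the values, library size alone (450). For the down-regulated genes the same settings did so (598, 912 and 489, and with DESeq2 459 and 744). So did all genes in the fit (434 protein-coding), median-ratio scaling (424) and, chosen after seeing the values, the newer quasi-likelihood method (424). Counts such as 447, 450, 434 and 424 lie near the 437 and 423 of the main fit and only just cross the mark. These settings do not account for the difference from the paper's 667 and 636.

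In the paper's Figure 4A, PC1 holds about 99% and PC2 about 1.1% of the variance, read by eye, against 59.8% and 12.5% here. Taking the libraries as variables on the linear scale, an alternative set before the data were examined, gave 98.5% and 1.17%, and the other 8 did not close either gap. With libraries as variables on the log2 scale, chosen after seeing the values, PC1 held 95.7%.

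Fold changes in qRT-PCR were read by eye for 20 genes, and 14 differed from the RNA-seq here, 12 of them with the higher fold in RNA-seq. For TNF the paper's value is about 2.5 in Fig. 5B, against 5.31. For CXCL8 it is about 4.8 in Fig. 5B, against 17.3. For CCL8 it is about 8.8 in Fig. 5B, against 19.8, and for CCL20 about 3.5, against 14.9. For CXCL10 it is about 2.9 in Fig. 5B, against 16.9, and for MMP1 about 0.52 in Fig. 6A, against 0.191. None of the 16 alternatives set before the data were examined that give these folds closed the gap for these 6 genes. For CCL8 the fold ran from 5.81 to 24.9 over the alternatives. Its lowest value lay below the paper's, but not within 1.5 times of it. For CCL2 the paper's value is about 7.1 in Fig. 5B, against 18.8. For CCL4 it is about 6.9, against 17.9, for CXCL2 about 5.0, against 18.3, and for CXCL11 about 5.2, against 15.2, all in Fig. 5B. For CCL2, CCL4 and CXCL2, limma on log2(FPKM + 1) alone closed the gap, with 8.99, 7.37 and 3.86. For CXCL11 none of the 16 came within 1.5 times the paper's value. With limma on log2(FPKM + 1) the fold was 2.74, lower than the paper's by less than the replicate SD of 3.38. For CXCL1 the paper's value is about 8.6 in Fig. 5B, against 13.7, and limma on log2(FPKM + 0.1) (12.7), on log2(FPKM + 1) (6.38), after quantile normalization (12.5) and without trend (12.7) and the fit without untreated replicate 3 (12.0) closed the gap, while the other 11 did not. For CXCL3 it is about 4.2 in Fig. 5B, against 6.73, and limma on log2(FPKM + 0.1) (6.26), on log2(FPKM + 1) (2.82), after quantile normalization (5.86) and without trend (6.26) and the fits without untreated replicate 2 (5.33), untreated replicate 3 (6.16) and IL-26-treated replicate 1 (5.77) closed it, while the other 9 did not. For MMP2 the paper's value is about 0.86 in Fig. 6A, against 0.514, and the fit without untreated replicate 2 (0.576) closed the gap. For MMP9 it is about 3.1 in Fig. 6A, against 4.72, and the fits without untreated replicate 3 (4.12) and without IL-26-treated replicate 1 (4.56) closed it. No other alternative set before the data were examined did so for MMP2 and MMP9.

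The paper lists the toll-like receptor and IL-17 signaling pathways among those enriched in up-regulated genes, and the prepared lists for both, which are not the paper's sets, did not pass the threshold here (5 genes each, Fisher's exact test, one-sided, adjusted p = 0.0719). The tested members of both lists included no chemokine ligand and neither TNF nor IL1B. The lists are therefore no test of sets that hold such genes. Both lists passed with limma on log2(FPKM + 1) and on the TPM scale, at a minimum of 1 FPKM, with the replicate block, in 5 of the 6 fits that left out one library, and with DESeq2, chosen after seeing the values. The toll-like receptor list also passed without a filter and at a fold change of 1.5. The paper's qRT-PCR found MMP2 and TGFB1 unaffected, whereas here MMP2 fell by 0.96 on the log2 scale (adjusted p = 0.0185) and TGFB1 rose by 0.33 (adjusted p = 0.0459), both short of a fold change of 2.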

Other observations

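In the paragraphs that follow, the tests for mixed RNA were chosen only after the results were seen, and the other tests were set out before theirs. Prepared lists that belong to no statement of the paper gave these values. Of 11 M2 macrophage markers, 3 were up-regulated (adjusted p = 0.0178) and 1 was down-regulated, with a camera shift of 0.37 (adjusted p = 0.155). Among them CD163 and CLEC7A rose, with log2 fold changes of 1.00 and 2.904. Of 28 glycolysis and hypoxia genes, 2 were up-regulated and 2 were down-regulated (adjusted p = 0.435 and 0.728). Neither of 24 cholesterol biosynthesis genes nor of 30 unfolded protein response genes was any called, with shifts of 0.20 (adjusted p = 0.0521) and 0.11 (adjusted p = 0.493). Under the alternatives that kept all libraries, up to 2 cholesterol biosynthesis genes were up-regulated. Up to 1 unfolded protein response gene was called in each direction, and neither list passed the threshold. Of 3 metallothionein genes, 2 were down-regulated (adjusted p = 0.0285). Adjusted over the list alone, the counts of up-regulated and down-regulated genes were 3 and 1, 2 and 2, 0 and 0, 0 and 0, and 0 and 2 for these lists in the same order.

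Untreated replicate 1 lay 22.4% of the way from the other untreated libraries to the IL-26-treated ones on PC1. RNA of IL-26-treated macrophages mixed into that library would move all raised genes by the same share of the linear difference. The median share was 4.69% (95% interval by resampling of genes 2.33% to 6.60%) in 37 strongly raised genes, 13.6% (11.2% to 16.8%) in 203 moderately raised genes and 27.1% in the lowered genes, which argues against mixing. A difference in the culture of this replicate may remain and was not tested.

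GAPDH and ACTB, the internal controls of the paper's qRT-PCR, were lower in IL-26-treated macrophages. GAPDH fell from 516 ± 11.7 to 423 ± 9.06 FPKM (log2 fold change -0.29, adjusted p = 0.0160) and ACTB from 907 ± 96.2 to 653 ± 33.6 FPKM (log2 fold change -0.48, adjusted p = 0.0141). With one library left out, GAPDH passed the adjusted p-value in 3 of 6 fits and ACTB in 4 of 6. The adjusted p reached 0.0602 for GAPDH (without untreated replicate 2) and 0.0550 for ACTB (without untreated replicate 3). Over 6 scalings the smallest fall of either gene was -0.19, with trends of abundance, GC content and transcript length removed the smaller fall was -0.17 (-0.166, or 2.74 standard errors), with totals taken without the 10 genes with the most counts it was -0.31 (-0.306), and over sums with near-identical copies it was -0.29. These values argue against scaling, such trends, a few abundant genes and shared reads as the whole cause. A ratio to GAPDH alone would rise by a factor of 1.23 and a ratio to ACTB by 1.40 for an unchanged gene. Of 79 ribosomal protein genes, 75 were lower, with a median log2 fold change of -0.38. In a list of other controls chosen after these values were seen, TBP, PPIA and GUSB had log2 fold changes of -0.06, -0.06 and -0.03, while HPRT1 had -0.49 and B2M 0.49. A fall of GAPDH and ACTB in response to IL-26 may explain the values and is a hypothesis.

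Type I interferon response genes varied more between the IL-26-treated libraries than NF-κB and TNF response genes. Their median level above untreated macrophages was 1.63, 0.94 and 1.53 on the log2 scale in IL-26-treated replicates 1, 2 and 3, and replicate 2 was lowest in 56 of 58 genes. The median SD was 2.01 times that of NF-κB and TNF response genes matched on mean FPKM, which argues against sampling of few counts. RNA of untreated macrophages mixed into replicate 2 would lower both lists, but the up-regulated NF-κB and TNF response genes were higher there by 0.15 (0.153), which argues against mixing. A difference between replicates in interferon signaling may remain, and no test of it was made. Of 22 interferon genes, 2 had any count, at most 4 in untreated and 13 in IL-26-treated libraries (IFNB1).

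IL20RA, a receptor subunit named in the paper, had 0, 8 and 0 counts in untreated and 0, 12 and 4 in IL-26-treated libraries, at or under the limit of detection. IL10RB was expressed at 15.0 ± 3.06 and 21.1 ± 11.7 FPKM (adjusted p = 0.386). IL24 was the only IL-10 family gene of the paper's list that passed the FPKM filter, and it fell from 4.13 ± 0.174 to 2.46 ± 0.176 FPKM (log2 fold change -0.75, adjusted p = 0.00785). The most counted gene of untreated macrophages was CAP1, with 2.19% of counts, against 1.30% in IL-26-treated macrophages.

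Read-through genes, named for a pair of neighbours, varied more between libraries of one group than other genes. The median SD on the log2 scale was 0.68 (0.682) over 46 such genes, against 0.19 for random genes matched on mean FPKM. This is in line with reads assigned differently between overlapping genes from library to library, and 3 of the 46 were called.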
